# A Central Regulatory System Largely Controls Transcriptional Activation and Repression Responses to Phosphate Starvation in Arabidopsis

**DOI:** 10.1371/journal.pgen.1001102

**Published:** 2010-09-09

**Authors:** Regla Bustos, Gabriel Castrillo, Francisco Linhares, María Isabel Puga, Vicente Rubio, Julian Pérez-Pérez, Roberto Solano, Antonio Leyva, Javier Paz-Ares

## Abstract

Plants respond to different stresses by inducing or repressing transcription of partially overlapping sets of genes. In Arabidopsis, the PHR1 transcription factor (TF) has an important role in the control of phosphate (Pi) starvation stress responses. Using transcriptomic analysis of Pi starvation in *phr1*, and *phr1 phr1-like (phl1)* mutants and in wild type plants, we show that *PHR1* in conjunction with *PHL1* controls most transcriptional activation and repression responses to phosphate starvation, regardless of the Pi starvation specificity of these responses. Induced genes are enriched in PHR1 binding sequences (P1BS) in their promoters, whereas repressed genes do not show such enrichment, suggesting that PHR1(-like) control of transcriptional repression responses is indirect. In agreement with this, transcriptomic analysis of a transgenic plant expressing PHR1 fused to the hormone ligand domain of the glucocorticoid receptor showed that PHR1 direct targets (i.e., displaying altered expression after GR:PHR1 activation by dexamethasone in the presence of cycloheximide) corresponded largely to Pi starvation-induced genes that are highly enriched in P1BS. A minimal promoter containing a multimerised P1BS recapitulates Pi starvation-specific responsiveness. Likewise, mutation of P1BS in the promoter of two Pi starvation-responsive genes impaired their responsiveness to Pi starvation, but not to other stress types. Phylogenetic footprinting confirmed the importance of P1BS and PHR1 in Pi starvation responsiveness and indicated that P1BS acts in concert with other *cis* motifs. All together, our data show that PHR1 and PHL1 are partially redundant TF acting as central integrators of Pi starvation responses, both specific and generic. In addition, they indicate that transcriptional repression responses are an integral part of adaptive responses to stress.

## Author Summary

As sessile organisms, plants are often exposed to stress conditions, and have evolved adaptive responses to protect themselves from different types of stress. Some responses are stress type-specific whereas others are common to different stress types. Understanding how these responses are controlled is crucial for rational improvement of stress tolerance, a limiting factor in crop productivity. Here we examined the physiological and molecular responses to phosphate starvation and found that a single transcription factor family, represented by PHOSPHATE STARVATION RESPONSE REGULATOR 1 (PHR1), has a central role in the control of specific and shared phosphate starvation stress responses. In consonance with the importance of PHR1, we found that the PHR1-binding sequence, present in most PHR1 direct targets, is a crucial *cis* motif for Pi starvation responsiveness. An artificial promoter controlled by PHR1 recapitulates responsiveness to Pi starvation and to modulators of this response, qualifying PHR1 family members as central integrators in Pi starvation signalling. This central integrator system also controls most transcriptional repression responses to Pi starvation, indicating that they are an integral part of the adaptive response, and not a consequence of plant malfunction due to stress.

## Introduction

Plants have evolved adaptive responses to cope with growth under a variety of stress conditions. These responses involve changes that are specific to particular types of stress or shared by different stress types. A specific response to phosphate (Pi) starvation, for example, is increased Pi uptake capacity from the soil, whereas the induction of anthocyanin accumulation and acceleration of senescence are shared responses to many different kinds of stress [1]–[3]. In line with the overlap among physiological and developmental responses to different stress types, transcriptional responses overlap as well [4], [5]. An important question regarding transcriptional responses to stress is how specific and shared responses are regulated - are they controlled by the same regulatory systems or are there generic stress response regulators? A second question is the biological significance of transcriptional repression in stress responses. Is it mostly an integral part of the adaptive system or is it mainly an indirect consequence of plant malfunction due to stress?

We addressed these two questions, focussing on the Pi starvation stress response as a model in Arabidopsis. The importance of transcriptional control in the regulation of Pi starvation responses has already been established. The expression of a large number of genes is altered in response to Pi starvation (between 900 and 3000, depending on the study) [6]–[11]. The transcription factor (TF) PHR1 is a key regulatory component of Pi starvation responses in Arabidopsis [12]; PHR1 binds to an imperfect palindromic motif present in the promoters of many Pi starvation-induced genes. Loss of function mutation of PHR1 affects several Pi starvation responses, including alteration of root to shoot growth ratio, anthocyanin accumulation, and the expression of several Pi starvation-induced genes. Nonetheless, the extent of the role of PHR1 in Pi starvation responses has yet to be established. *PHR1* is part of a family of 15 genes in Arabidopsis (*MYB-CC* family). Some functional redundancy among family members has been suggested, based on the fact that the *phr1* effect on some Pi starvation-responsive genes is only partial [12].

In addition to PHR1, members of bHLH, WRKY, Zinc finger and R2R3 MYB families of TF are involved in the control of Pi starvation responses, although their exact positions in the signalling pathway have not been established [13]–[17]. Whereas *PHR1* is weakly transcriptionally responsive to Pi starvation, these other TF genes are highly responsive to Pi stress, suggesting that they act downstream of *PHR1*.

Additional mechanisms other than TF operate to regulate Pi starvation signalling. These include sumoylation [18], degradation by the proteosome, which probably involves the E2 ubiquitin conjugase-related enzyme (PHO2) [19]–[21], and control of Pi uptake efficiency via a phosphate transporter traffic facilitator (PHF1) [22], as well as several miRNA and antagonists (*IPS1* and related genes) of miRNA MiR399, which controls PHO2 activity [20], [23]–[27]. There is also a Pi starvation-induced gene family that encodes nuclear SPX domain-containing proteins, which affects responsiveness of several Pi starvation-induced genes through an unknown mechanism [28], [29]. *MiR399*, *IPS1* and *PHF1* are all under the control of PHR1, which itself is sumoylated *in vitro* by SIZ1, further strengthening the central role of PHR1 in the control of Pi starvation responses [12], [18], [20], [22].

Here we performed a physiological and transcriptomic analysis of Pi starvation responses in plants with altered PHR1(-like) activity, comparing mutants of *phr1*, *phr1-like1 (phl1)* and *phr1 phl1*, and *PHR1*-overexpressing transgenic lines. Results showed that PHR1 and PHL1 are partially redundant and have a central role in the control of physiological and molecular responses to Pi starvation, independent of whether these responses are specific to Pi starvation stress. They also indicate that a large proportion of the transcriptional repression responses to Pi starvation are part of the adaptive response to this stress, and that their control by PHR1(-like) is indirect. We also show the importance of the PHR1 binding sequence (P1BS) as an integrating *cis*-regulatory motif associated with genes that are highly induced by Pi starvation.

## Results

### Functional redundancy between PHR1 and PHR1-LIKE1 (PHL1) and their central role in the control of Pi starvation responses

*PHR1* mutants show distinct degrees of impairment of different Pi starvation responses, as evident in expression analyses of a set of Pi starvation-responsive genes [12]. Incomplete impairment of these responses could reflect partial gene redundancy, as PHR1 belongs to a transcription factor family with 15 close members (Figure 1A and Figure S1). It is also possible that more than a single regulatory system controls Pi starvation responses. To study the relationships between these possibilities, we searched for T-DNA mutations at *PHR1*-related genes in public databases; the two phylogenetically most closely related Arabidopsis genes for which a mutant was available were *At5g29000* and *At5g06800*. We selected *At5g29000*, which we term *PHR1-LIKE1* (*PHL1*) for further analysis, as it displayed a higher degree of amino acid identity with PHR1, and the T-DNA mutation disrupted the coding region of *PHL1* mRNA (Figure S1 and Figure S2A). We examined whether expression of *PHR1* and *PHL1* overlapped. Northern analysis showed that *PHL1* expression overlapped with that of *PHR1* in both shoots and roots under any Pi regime (Figure S2B). This observation was confirmed by the large overlap in *PHR1* and *PHL1* expression at different developmental stages, according to GENEVESTIGATOR gene expression data (https://www.genevestigator.com) [30] (Figure S2C). After generating a homozygous double mutant *phr1 phl1*, functional redundancy between PHR1 and PHL1 was shown by northern analysis (Figure 1B). Whereas the effect of the *phl1* mutation on Pi starvation responsiveness was barely detectable, we observed a synergistic effect of *phr1* and *phl1* mutations for expression of all genes examined. To be noted is the limited effect of these mutations on expression of Pi starvation induced genes in plants grown under a high Pi regimen, as shown by northern analysis and also using quantitative reverse transcription PCR (Q-RT-PCR) (Figure 1B and Figure S3).

**Figure 1:**
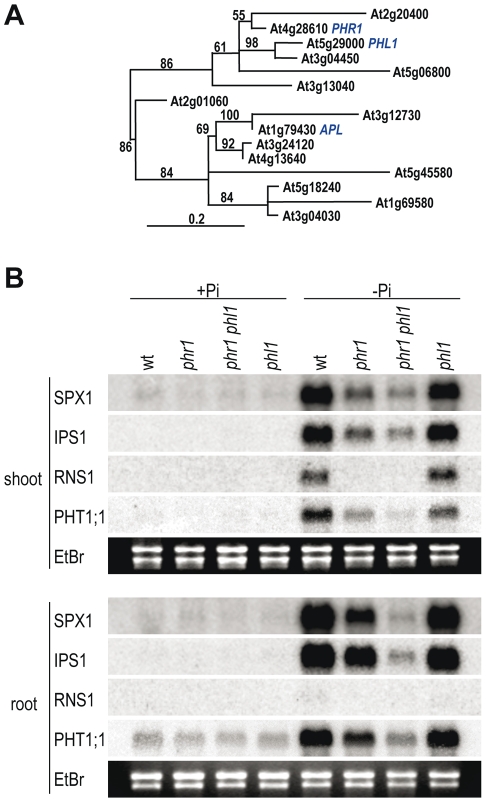
Functional redundancy of *PHR1* and *PHL1* in Pi starvation responsiveness of gene expression. (A) Phylogram of MYB-CC proteins from Arabidopsis, constructed using the Phylogeny-fr platform (www.phylogeny.fr) [70]. In addition to the AGI number, names are given for the functionally characterized members: PHOSPHATE STARVATION RESPONSE REGULATOR 1 (PHR1) [12]; PHR1-LIKE1 (PHL1; this study) ALTERED PHLOEM DEVELOPMENT (APL) [71]. The bootstrap value of each node is indicated (100 samples); nodes with bootstrap value <50 were collapsed. Only the conserved MYB and coiled-coil domains were used for alignment (Figure S1) and tree construction. (B) Northern analysis of the effect of *phr1* and *phl1* mutations on the expression of Pi starvation-responsive marker genes. Plants were grown for 7 days in Pi-rich or -lacking medium; RNA from roots and shoots was isolated separately and blots were hybridised sequentially to the probes *PHT1;1*, *RNS1*, *IPS1*, and *SPX1*. Ethidium bromide-stained rRNA was used as loading control.

For comparative purposes, we produced transgenic plants with the *phr1* background, overexpressing PHR1 fused to the rat glucocorticoid receptor domain (GR:PHR1) to allow dexamethasone (DEX)-inducible control of its activity [31]. Northern analysis showed that three independent lines overexpressing the GR:PHR1 fusion had DEX-dependent PHR1 activity (Figure S4). The effect of GR:PHR1 overexpression on gene expression was detected even when plants were grown under Pi sufficient conditions (Figure S4). These results are in agreement with previous reports [32], [33], and indicate that PHR1 overexpression can override, at least to some extent, the negative regulatory control that occurs at much more limited PHR1 levels in wild type plants.

Physiological tests were performed on wild type, *phr1*, *phl1* and *phr1 phl1* mutants, and transgenic plants overexpressing GR:PHR1 (Figure 2). In accordance with previous results [12], Pi accumulation in plants grown under Pi sufficient conditions was reduced in the *phr1* mutant (compared to wild type plants; Figure 2A). The *phl1* mutant had slightly, but significantly reduced Pi levels, and a further decrease in Pi accumulation was observed in the *phr1 phl1* double mutant, indicating partial functional redundancy between these two *MYB-CC* family genes. Conversely, Pi accumulation in DEX-treated GR:PHR1-overexpressing plants (*OxGR:PHR1*) was greatly increased with respect to that in wild type plants (Figure 2A). After Pi starvation, anthocyanins accumulate in leaves and stems of wild type plants; much less anthocyanin accumulated in the *phr1* mutant (Figure 2A). The effect on anthocyanin accumulation was negligible for *phl1*, however, and did not differ significantly between *phr1* and the *phr1 phl1* double mutant (Figure 2A). In contrast, anthocyanin accumulation was enhanced in *OxGR:PHR1* plants. Following Pi starvation, wild type plants show an increase in root to shoot growth ratio; this increase was significantly reduced in *phr1* mutants, whereas the *phl1* mutation had a negligible effect alone or in combination with *phr1*. In DEX-treated *phr1* GR:PHR1-overexpressing plants, the root to shoot growth ratio was similar to that of wild type plants in Pi starvation conditions (Figure 2A).

**Figure 2:**
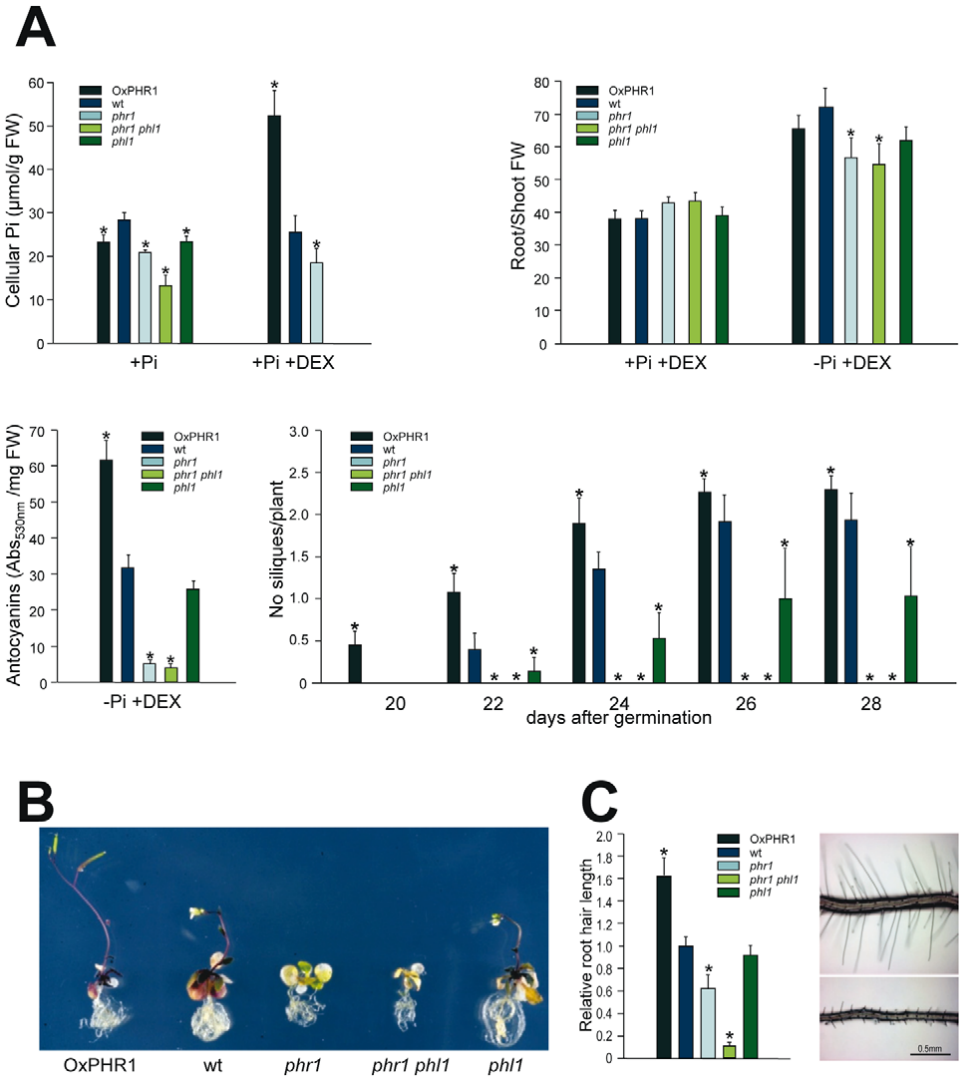
Effect of *phr1* and *phl1* mutations and PHR1 overexpression on physiological responses to Pi starvation. (A) Histograms of metabolic (Pi and anthocyanin content) and developmental (root/shoot fresh weight ratio and number of siliques per plant) parameters of wild type (wt), *phr1, phl1,* and *phr1 phl1* mutants, and GR:PHR1 overexpression line (OxPHR1). For analysis of Pi content, plants were grown for 12 days in complete medium (+Pi) and +Pi supplemented with 5 µM dexamethasone (+Pi+DEX). Anthocyanin content was measured in plants grown for 12 days in Pi-lacking medium supplemented with 5 µM DEX (−Pi+DEX). Root/shoot fresh weight (FW) ratio was measured in plants grown for 10 days in +Pi medium, and then transferred for 6 days to +Pi+DEX or −Pi+DEX media. Number of siliques was scored in plants grown for 9 days in +Pi and transferred to −Pi+DEX. Day 0 corresponds to start of germination. (B) Phenotypes of wild type, *phr1*, *phl1*, and *phr1 phl1* plants, and a OxPHR1 line grown for 9 days in complete medium, then transferred to −Pi+DEX for 13 days. The image reflects a phenotype frequent at the time examined. (C) Root hair size of wild type, *phr1*, *phl1*, and *phr1 phl1* plants, and a OxPHR1 line (left) and a detail (right) showing root hairs of wild type (top) and *phr1 phl1* plants (bottom). Plants were grown in vertical plates for 12 days in Pi-lacking medium. Scale bar, 0.5 mm. Asterisks indicate significant differences with wild type (p<0.05, Student's *t*-test).

The effect of *phl1*, and in particular, of *phr1* and *phr1 phl1* mutations on senescence and silique formation was evident on plants grown in Pi starvation conditions, as these plants died before flowering (Figure 2A and 2B). In contrast, DEX-treated *OxGR:PHR1* plants showed slightly accelerated flowering and higher silique production. These findings concur with the idea that cell death in the mutants reflects a lack of correct protection against the stress inherent in Pi starvation, and that increased PHR1 activity results in increased reproductive success in these stress conditions.

The effect on root hair length was quite obvious when plants where grown in Pi-lacking medium in vertical plates; the *phr1* mutation affected root hair length, which was enhanced when combined with the *phl1* mutation (Figure 2C).

### PHL1 and PHR1 have similar *in vitro* DNA-binding properties

Given the partial functional redundancy between PHR1 and PHL1, as shown by our analyses of *phr1* and *phl1* single and double mutants, we examined whether these two proteins had similar DNA binding properties and whether they were able to heterodimerise. For these studies, we used two N-terminally truncated versions of each protein obtained by *in vitro* translation, since a previous study with PHR1 showed that *in vitro*-translated N-terminally truncated PHR1 protein had similar DNA binding specificity but higher affinity than the full length protein [12]. The two deletions removed 99 or 198 N-terminal amino acids of PHR1 and 103 or 210 residues of PHL1 (Figure 3A). Electrophoretic mobility shift assays (EMSA) indicated that both PHL1 versions could interact with P1BS sequences, the prototype PHR1 binding site (Figure 3B). EMSA with the two cotranslated truncated PHL1 versions showed the appearance of a band of intermediate mobility, in addition to those corresponding to the medium and short versions of truncated PHL1; this was indicative of the self-dimerisation properties of PHL1 [34], as also observed for PHR1 [12]. Intermediate mobility bands were also observed when the medium size PHL1 version was cotranslated with the short PHR1 version, indicating that they can form heterodimers (Figure 3C).

**Figure 3:**
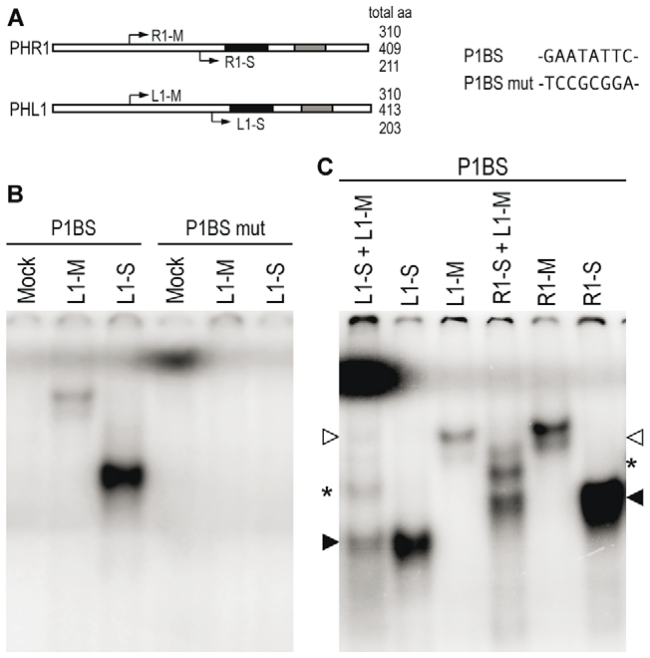
DNA-binding and dimerisation properties of PHL1. (A) Diagram showing the PHR1 and PHL1 proteins, including MYB (black) and the predicted coiled-coil domains (grey), indicating the start of the N-terminally truncated versions of PHR1 (medium-length PHR1, R1-M; short PHR1, R1-S) and PHL1 (medium-length PHL1, L1-M; short PHL1, L1-S) used (left). The core sequence of the oligonucleotide containing the PHR1 binding sequence (P1BS) and the mutated version (P1BS mut) are shown (right). (B) EMSA showing binding to P1BS, but not to its mutant version, of N-terminal forms of PHL1. (C) PHL1 dimerisation determined by EMSA with the two N-terminally truncated versions of PHL1 and PHR1. Proteins were translated *in vitro* alone or in combination. Arrows show the position of the homodimers formed with short (closed arrows) and medium-length proteins (open arrows); asterisks show the position of homo- or heterodimers formed by the combination of short and medium-length proteins. A mock translation mixture (Mock) was used as control.

The ability of PHL1 and PHR1 to heterodimerise was confirmed by identification of PHL1 as a PHR1-interacting protein in a yeast two-hybrid assay (Figure S5).

### Broad effects of *phr1* and *phr1 phl1* mutants on transcriptional responsiveness to Pi starvation

To examine the correspondence between the effects of *phr1* and combined *phr1 phl1* mutations on physiological responses and transcriptional responses to Pi starvation, we performed transcriptomic analysis in wild type, as well as single *phr1* and double *phr1 phl1* mutants. For these assays, wild type plants were germinated and grown for 7 days in Pi-sufficient and -starvation conditions, and mutant plants were grown in Pi starvation conditions. The use of long-term stress treatment for the analysis was aimed to identify the long-term effects of these mutations.

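PHL1, the MYB-CC transcription factor named for its similarity to PHR1, was read first in every array, since its signal bears on the labels. The signal of its probe set (RMA, log2) was 7.64, 8.36 and 7.06 in the 3 shoot arrays labelled phr1 phl1 and 8.55, 9.31 and 9.18 in the 3 root arrays with that label, and it lay between 4.34 and 6.06 in every other array. Relative to wild type at −Pi, PHL1 signal was higher in the arrays labelled phr1 phl1, by a log2 fold change of 2.72 in shoots (standard error 0.298, adjusted p = 4.04e-07 from limma) and of 3.51 in roots (adjusted p = 5.36e-08, with the same standard error). The phl1 allele is a T-DNA insertion that, as the paper states, disrupts the coding region of the PHL1 mRNA; where the probe set lies relative to the insertion is not known here, and a probe set outside the disrupted part does not check the label. The paper's RT-PCR (Figure S2A), cited for that disruption, used oligonucleotides that flank the insertion, so it reads transcript across the insertion. A probe set reads a stretch of the mRNA, so these are unlike measures, and the RT-PCR neither opposes nor explains the higher signal. The paper's northern analysis (Figure S2B) is described for expression of PHL1 across organs and Pi regimes, and the text names no cassette in the allele. The signal sets these 6 arrays apart from every other array, which argues against an exchange with arrays of another group. It does not show whether PHL1 function is lost in them, and in this sense it leaves the label open. These 6 arrays are called the arrays labelled phr1 phl1, or phr1 phl1 for short, and the name stands for the label. SPX1, whose SPX domain protein is a known inhibitor of PHR1, had a signal of 6.79 ± 0.387 (SD, n = 3) in wild type shoots at +Pi and 11.2 ± 0.562 (SD, n = 3) at −Pi. No probe set was matched to PHR1 by the names used here.
RNA came from shoots and roots of plants grown for 7 days and was hybridised to Affymetrix ATH1 arrays, 24 in all, with 3 independent replicates in each of 8 groups. Wild type shoots and roots were sampled at +Pi (2 mM Pi) and at −Pi (no added Pi), and shoots and roots labelled phr1 and phr1 phl1 at −Pi. The authors made the values with RMA, which corrects background, normalizes between arrays and gives 1 log2 signal per probe set. From these values, 1 linear model over the 24 arrays was fitted with limma to the 22746 probe sets that are not controls, and a probe set, called a gene below, was taken as changed at more than 2-fold with an adjusted p under 0.05. The mean correlation of an array with the others of its group lay between 0.968 and 0.994, and 3 arrays per group limit the precision.

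**Figure D1:**
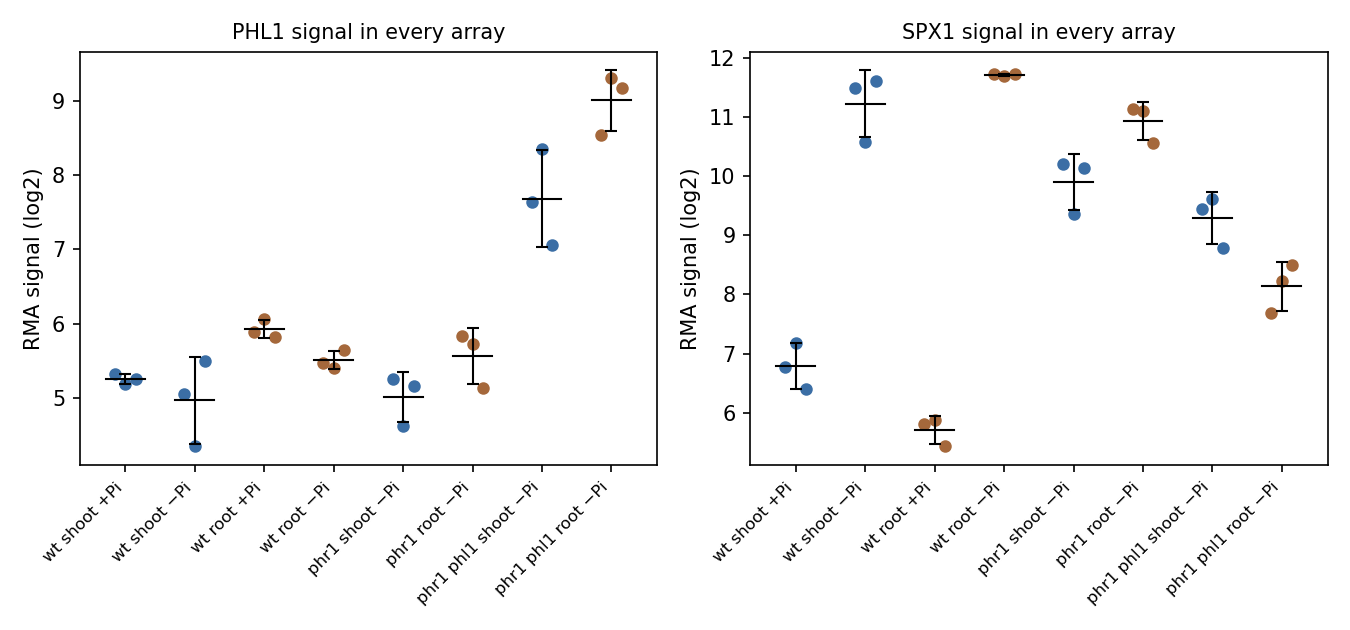
Signal of PHL1 (left) and SPX1 (right) in every array (RMA, log2), by group; each point is 1 array, and the line and bars are the mean and SD of 3 arrays. PHL1 lies between 7.06 and 9.31 in the 6 arrays labelled phr1 phl1 and below these values in every other array.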

For transcriptomic analyses, we collected RNA separately from shoots and roots in three independent replicates obtained over a two-month interval. A total of 1873 and 704 genes were upregulated, and 1795 and 326 downregulated in Pi-starved shoots and roots, respectively (cut-off values 2-fold, false discovery rate (FDR)<0.05; Table 1 and Table S1). 

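In wild type shoots, the largest rises at −Pi included AT5G17340, with a log2 fold change of 7.45 (standard error 0.165, adjusted p = 5.49e-17 from limma, 3 arrays per group), AT5G20790 with 7.00 (standard error 0.217) and the organic cation transporter gene OCT1 with 6.67 (standard error 0.252). JRG21, which encodes an oxygenase that acts on jasmonate, rose by 5.48 in shoots (standard error 0.291, adjusted p = 2.25e-11), and SPX1 by 4.44 (standard error 0.296, adjusted p = 5.69e-10). The largest falls in shoots included AT1G73600, which encodes a phosphoethanolamine N-methyltransferase of phosphocholine synthesis (−4.75, standard error 0.440), the brassinosteroid-regulated transcription factor gene BEE2 (−4.05, standard error 0.506) and the expansin gene EXPA8 (−4.04, standard error 0.383). In roots, OCT1 rose by 8.02 (standard error 0.252, adjusted p = 1.30e-14) and SPX1 by 6.00 (adjusted p = 1.79e-11), while AT4G39675 fell by 5.79 (standard error 0.193) and PR-1-LIKE by 3.22 (standard error 0.278, adjusted p = 7.75e-08). Of the genes tested, 1879 were induced and 1809 repressed in Pi-starved shoots. In Pi-starved roots 694 were induced and 372 repressed (322 repressed with organelle-encoded probe sets left out). Among the genes tested 435 were induced in both organs, against 57.3 if the lists of the organs were independent, and 97 were repressed in both, against 29.6. In 43.2% of all genes in shoots and 37.5% in roots, the 3 arrays at −Pi lay all above or all below the 3 at +Pi, where 10% would by chance. The adjusted p alone, with no limit on the fold change, was passed by 3617 genes with higher and 4809 with lower expression in shoots, and by 1491 and 1256 in roots.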

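SPX1 was lower in Pi-starved phr1 shoots than in Pi-starved wild type shoots (log2 fold change −1.33, standard error 0.296, adjusted p = 1.50e-03 from limma, 3 arrays per group); in phr1 roots the change was −0.77 (adjusted p = 0.174). In the arrays labelled phr1 phl1, SPX1 was lower by −1.94 in shoots (adjusted p = 2.50e-05) and by −3.57 in roots (adjusted p = 3.81e-08). The largest falls in shoots with that label were in BAM5, which encodes a beta-amylase (−8.15, standard error 0.574), AT5G17340 (−7.33, standard error 0.165), and DFR, which encodes the dihydroflavonol reductase of anthocyanin synthesis (−6.72, standard error 0.459). OCT1 was lower by −6.49 in shoots and by −7.98 in roots (standard error 0.252 in each), and its signal of 3.53 ± 0.360 in shoots (SD, n = 3) and 3.37 ± 0.116 in roots (SD, n = 3) with that label was near that of wild type at +Pi, 3.34 ± 0.0625 (SD, n = 3) in shoots and 3.33 ± 0.128 (SD, n = 3) in roots. Over the genes induced in wild type shoots, the median log2 fold change was 1.67 for Pi starvation, −1.17 for phr1 against wild type and −1.43 for the arrays labelled phr1 phl1 against wild type. Over those induced in roots the medians were 1.50, −0.53 and −0.98. In all, 1475 genes were higher and 1509 lower in phr1 shoots than in wild type shoots at −Pi, 339 higher and 209 lower in phr1 roots, 1875 higher and 1866 lower in shoots labelled phr1 phl1, and 784 higher and 498 lower in roots with that label. The paper's northern analysis with SPX1 among its probes (Figure 1B), described as a synergistic effect of the 2 mutations, runs the same way as the SPX1 difference from phr1 in roots with that label (−2.80), while that in shoots did not pass the test (−0.61, adjusted p = 0.479). It does not check the label of these arrays, which the PHL1 signal leaves open, and neither mutant has arrays at +Pi.

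**Figure D2:**
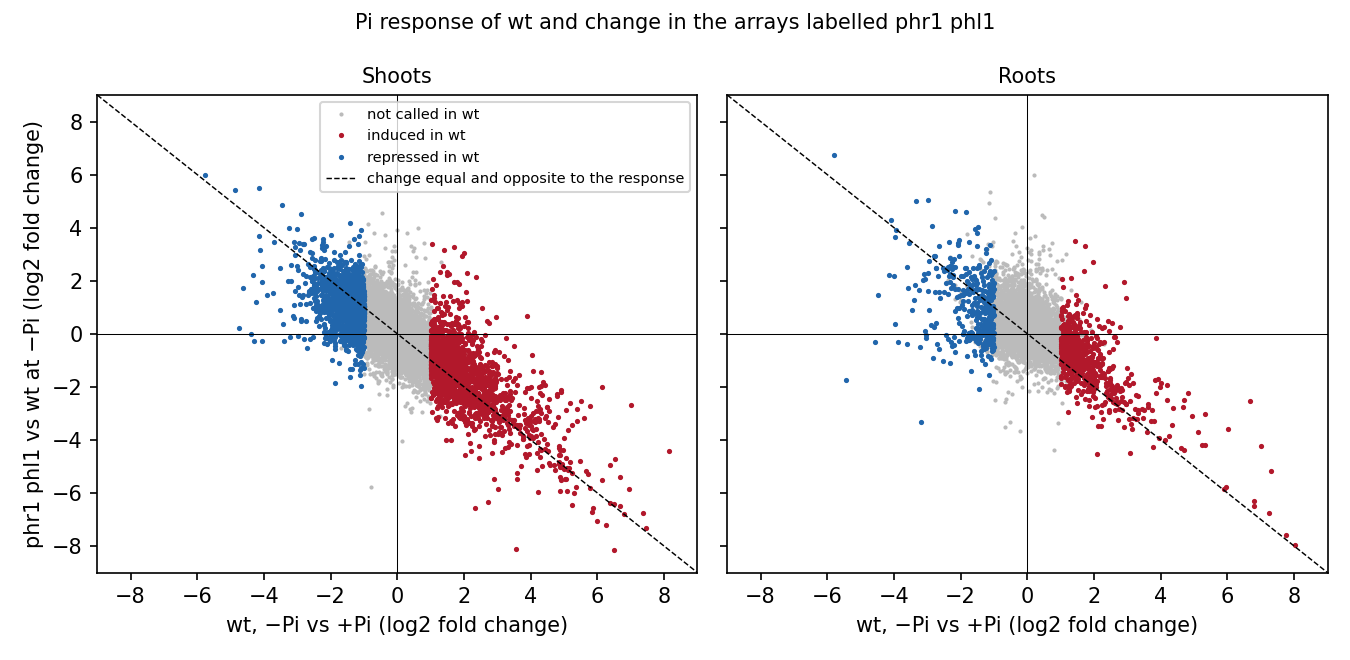
Log2 fold change of each gene in wild type at −Pi against +Pi (horizontal axis) and in the arrays labelled phr1 phl1 against wild type at −Pi (vertical axis), in shoots (left) and roots (right); red points are genes induced and blue points genes repressed in wild type, grey points the others, and the dashed line marks a change equal and opposite to the response. In shoots the induced genes lie mostly below 0 on the vertical axis, with a median of −1.43, and in roots with a median of −0.98.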

The effect of the *phr1* mutation, particularly when combined with *phl1*, on the expression of these Pi starvation-responsive genes was striking (Table 1). 

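MGD2, which encodes a galactolipid synthase, was lower in the arrays labelled phr1 phl1 than in wild type at −Pi in shoots (log2 fold change −3.28, standard error 0.173, adjusted p = 2.75e-11 from limma, 3 arrays per group) and in roots (−4.30, adjusted p = 1.16e-12). In shoots with that label, 6 of 7 measured genes of flavonoid and anthocyanin synthesis were lower than in wild type (7 when adjusted over the list alone), among them the anthocyanin glucosyltransferase gene AT4G14090 (−5.99, standard error 0.252) and the MYB regulator gene PAP1 (−5.12, standard error 0.383); the list as a whole was lower (adjusted p = 4.71e-08 from limma's camera test; adjusted p = 0.0797 with an estimated correlation). Members of gene lists count as changed at an adjusted p under 0.05 with no limit on the fold change. All 3 measured genes of starch and sugar signalling were lower (3 when adjusted over the list alone; adjusted p = 2.14e-04 from camera; adjusted p = 0.0797 with an estimated correlation), with −5.26 for APL3 and −3.40 for APL4, subunits of the enzyme that starts starch synthesis. All 3 measured genes of jasmonate synthesis and response were lower (3 when adjusted over the list alone; adjusted p = 1.10e-03 from camera), with −5.93 for the storage protein gene VSP1 and −4.34 for the methyltransferase gene JMT. In roots BAM5 was lower (−2.66, adjusted p = 2.90e-03) and none of the other 12 genes of these 3 lists passed limma's test, where at an unadjusted p under 0.05 the jasmonate list had 1 lower and 1 higher and the flavonoid list 0; the difference between organs was not tested for the mutants. Of the genes induced in wild type shoots, 1270 of 1879 (67.6%) were lower in the arrays labelled phr1 phl1, and of those induced in roots 327 of 694 (47.1%). In phr1 the counts were 1066 (56.7%) in shoots and 152 (21.9%) in roots. Independent lists of the same sizes would share 154 genes in shoots and 15.2 in roots for the arrays labelled phr1 phl1. Simulated mutants without any change gave 0% in each of 20 simulations, with simulated wild type arrays shared by both comparisons. With no gene changed and separate noise for each gene, almost no gene can pass an adjusted p. This 0% therefore does not measure the effect of sharing arrays. The 3 wild type arrays at −Pi enter both comparisons and are too few to divide.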

Of the genes whose expression was induced two-fold or more in the wild type plants in response to Pi starvation, 68% and 47% showed at least two-fold reduced expression in the shoots and roots, respectively, of the Pi-starved *phr1 phl1* double mutant compared to wild type in the same conditions. In contrast, only 1.4% and 2% of Pi starvation-induced genes in shoots and roots showed increased expression in the Pi-starved double mutant. These numbers are even more extreme if only genes induced four-fold or more in wild type plants are analysed, or if the cut-off values in the mutant *versus* wild type comparison are relaxed (1.5-fold, FDR<0.1) (Table 1). For example, >80% and 60% of the Pi starvation-induced genes in shoots and roots, respectively, show reduced expression in the Pi-starved *phr1 phl1* double mutant using cut-off values of 1.5-fold, FDR<0.1. 

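ICL, which encodes the isocitrate lyase of the glyoxylate cycle, was induced in wild type shoots (log2 fold change 2.00, adjusted p = 4.06e-03 from limma, 3 arrays per group) and was higher still in shoots labelled phr1 phl1 (3.04 against wild type at −Pi, adjusted p = 7.63e-05). HIS1-3, a linker histone gene known to respond to drought, was induced by 2.35 in shoots and by 1.43 in roots (adjusted p = 1.18e-03), and was higher in the arrays labelled phr1 phl1 by 2.13 in shoots and by 3.49 in roots. PDF2.1, which encodes a defensin-like peptide, rose by 1.15 in wild type shoots and was higher by 1.83 with that label. HIS1-3 and PDF2.1 were chosen after their values were seen. In all, 35 of the genes induced in shoots (1.86%) and 14 of those induced in roots (2.02%) were higher in the arrays labelled phr1 phl1, whose PHL1 signal leaves that label open. In phr1, 37 (1.97%) and 18 (2.59%) were higher.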

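Among the genes induced most strongly in roots, AT4G25160, which encodes a protein kinase with a U-box domain, rose by 4.70 in wild type (log2, standard error 0.167, adjusted p = 9.93e-14 from limma, 3 arrays per group) and was lower by −4.39 in the roots labelled phr1 phl1 (adjusted p = 4.77e-13). AT2G04460 rose by 5.96 in roots and was lower by −5.78 with that label (standard error 0.321 for each). In shoots, AT4G17470 was lower by −6.46 in the arrays labelled phr1 phl1 (standard error 0.401, adjusted p = 2.24e-10). AT4G02360 rose by 5.77 in shoots and was lower by −5.81, and AT5G09570 rose by 6.13 and was lower by −1.99. Of the 658 genes induced more than 4-fold in shoots, 586 (89.1%) were lower in the arrays labelled phr1 phl1 and 543 (82.5%) in phr1. Of the 184 such genes in roots, 145 (78.8%) and 78 (42.4%) were lower, against 4.03 and 1.69 for independent lists. With 1.5-fold and an adjusted p under 0.1 in the mutant comparison, the shares of these genes were 92.7% and 87.7% in shoots and 83.2% and 60.9% in roots. The PHL1 signal leaves the label phr1 phl1 open in both organs.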

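Some induced genes passed only the relaxed threshold in the arrays labelled phr1 phl1. ACX1, which encodes an acyl-CoA oxidase of jasmonate synthesis, was lower in shoots by a log2 fold change of −0.85 (standard error 0.185, adjusted p = 9.69e-04 from limma, 3 arrays per group). CBL1, which encodes a calcium sensor, was lower by −0.87 in shoots (adjusted p = 1.84e-03). RNS2, which encodes a ribonuclease that frees Pi from RNA, was lower by −0.98 in roots (standard error 0.143, adjusted p = 5.40e-05). With the relaxed threshold, 1513 of the genes induced in shoots (80.5%) and 433 of those induced in roots (62.4%) were lower in the arrays labelled phr1 phl1, whose PHL1 signal leaves that label open. In phr1 the counts were 1379 (73.4%) and 269 (38.8%). The share that was higher was 2.45% in shoots and 4.32% in roots with that label.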

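In the arrays labelled phr1 phl1, several genes that Pi starvation repressed in wild type were higher than in wild type at −Pi. Of 13 measured genes of tetrapyrrole synthesis, 8 were higher and 1 lower in shoots with that label (8 and 2 when adjusted over the list alone; adjusted p = 0.0231 from limma's camera test; adjusted p = 0.152 with an estimated correlation), and 6 were higher in roots (6 when adjusted over the list alone; adjusted p = 1.43e-04). At an unadjusted p under 0.05 from limma, 4 of the 13 fell and 0 rose in wild type roots. At the same limit, 4 were higher and 0 lower in roots with that label than in wild type roots at +Pi. Leaf tissue among the roots with that label is not excluded as a contribution. CHLM, a methyltransferase gene of chlorophyll synthesis, was higher by a log2 fold change of 1.21 in shoots (standard error 0.135, adjusted p = 5.23e-07 from limma, 3 arrays per group). The cytokinin response regulator gene RR16 was higher by 3.60 in shoots (standard error 0.359), and AT4G39675 by 6.74 in roots (standard error 0.193). Genes of iron homeostasis did not pass the test: 0 of 3 were higher or lower in either organ by limma (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05 and not called by limma's camera or fry tests), with 0.35 for the iron deficiency factor gene BHLH101 in shoots. AT1G73600, repressed in wild type, had 0.22 in shoots (adjusted p = 0.763). Of the genes repressed in shoots, 891 of 1809 (49.3%) were higher with that label, and 1245 (68.8%) at the relaxed threshold. Of those repressed in roots, 156 of 372 (41.9%) and 188 (50.5%) were higher. The 372 include 42 chloroplast-encoded probe sets, and 43 chloroplast-encoded probe sets were higher in roots with that label, so these transcripts weigh on the root shares. In phr1, 739 (40.9%) were higher in shoots and 89 (23.9%) in roots at the 2-fold threshold. Independent lists would share 149 genes in shoots and 12.8 in roots for the arrays labelled phr1 phl1. Simulated unchanged mutants gave 0%, which follows from simulating no change in any gene and does not measure the effect of sharing arrays. The wild type arrays at −Pi enter both comparisons.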

The situation is similar for the repressed genes, as 70% and 46% of genes repressed in shoot and roots, respectively, of wild type plants grown in Pi starvation conditions showed higher expression in the Pi-starved double mutant. These data underline the central regulatory role of *PHR1(-like)* genes in the transcriptional control of Pi starvation responses. 

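Genes of several groups induced in wild type shoots were lower in the arrays labelled phr1 phl1. Of 7 measured genes for calcium binding and calcium-dependent kinases, 5 were lower than in wild type shoots at −Pi (5 when adjusted over the list alone; adjusted p = 3.00e-03 from limma's camera test; adjusted p = 0.152 with an estimated correlation), among them AT1G76640, a calmodulin-like gene (log2 fold change −2.91, standard error 0.279). Of 10 genes of senescence, autophagy and vacuolar proteolysis, 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone; adjusted p = 0.0265; adjusted p = 0.289 with an estimated correlation). ATG8H of autophagosome formation was lower by −2.19 (adjusted p = 3.96e-06) and ACD1 of chlorophyll breakdown by −1.56 (adjusted p = 3.39e-07), while ATG8E was higher by 1.59 (adjusted p = 4.08e-04). Of the 15 lists tested in shoots with that label, whose PHL1 signal leaves it open, 6 differed from wild type by camera, and 1 with an estimated correlation. From the shares of induced and repressed genes with altered expression in the mutants (Table 1), the paper concludes that PHR1 and its relatives play a central regulatory role in the transcriptional control of Pi starvation responses.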

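Of 9 measured genes of the photosynthetic light reactions, 7 were higher in roots labelled phr1 phl1 than in wild type roots at −Pi (7 when adjusted over the list alone; adjusted p = 5.95e-09 from limma's camera test; adjusted p = 0.0819 with an estimated correlation), with 2.02 for PSAE-1 of photosystem I (log2, standard error 0.259, 3 arrays per group) and 1.81 for PSAN of the same photosystem. All 3 measured genes of the Calvin cycle were higher (3 when adjusted over the list alone; adjusted p = 3.39e-04; adjusted p = 0.0819 with an estimated correlation), with 1.84 for RCA, the Rubisco activase gene. The 76 chloroplast-encoded probe sets had a median of 1.81 in these roots (43 higher and 0 lower; p = 3.03e-26 from camera, 0.0744 with an estimated correlation) and of 1.20 in shoots labelled phr1 phl1 (24 higher and 0 lower; p = 1.24e-05, 0.443 with an estimated correlation), where it was 0.74 without the 6 arrays lowest on the main component of the deviations within the −Pi groups (1.87 in roots). SWEET11, which encodes a sucrose exporter, was higher by 4.95 in these roots (standard error 0.422, adjusted p = 5.74e-08). In shoots labelled phr1 phl1, the defence thionin gene THI2.2 was higher by 4.55 (standard error 0.291) and the glutaredoxin gene AT3G62950 by 4.13 (standard error 0.258). Of the 1866 genes lower in these shoots, 1270 (68.1%) were induced by Pi starvation in wild type, and of the 498 lower in these roots 327 (65.7%). Of the 1875 genes higher in these shoots, 891 (47.5%) were repressed in wild type and 949 (50.6%) were not called in wild type, and of the 784 higher in these roots 156 (19.9%) were repressed and 614 (78.3%) were not called. A change of less than 1.1-fold in wild type was found for 93 of the genes higher and 55 of those lower in these shoots, and for 109 and 13 in these roots. In phr1, 70.6% of the genes lower in shoots and 72.7% of those lower in roots were induced in wild type, and 50.1% and 26.3% of those higher were repressed. Leaf tissue among these roots is not excluded as a contribution, and the PHL1 signal leaves the label phr1 phl1 open.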

Reciprocally, *phr1* and *phl1* mutations mostly affect expression of Pi responsive genes (Figure S6). For example, Pi starved shoots of the double mutant display reduced expression relative to wild type levels of almost 90% of highly (>4×) Pi starvation induced genes, while this proportion falls below 2% for non Pi starvation responsive (or Pi starvation repressed) genes (Figure S6).

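The share of genes lower in the arrays labelled phr1 phl1 was graded by the size of the response in wild type. AT2G37870, in the class above 4-fold, rose by 4.50 in wild type shoots (log2, adjusted p = 1.17e-05 from limma, 3 arrays per group) and was lower by −3.34 with that label (adjusted p = 2.78e-04). AT1G68620 rose by 3.32 in shoots and had −0.98 with that label (adjusted p = 0.0544). TGG2, a myrosinase gene of glucosinolate breakdown, had −0.02 in wild type shoots and 0.02 with that label. In shoots, 55.3% of the 1248 genes in the class from 2- to 4-fold were lower with that label, 21.0% of the 1236 from 1.5- to 2-fold and 5.48% of the 3468 from 1.1- to 1.5-fold. Of the 7630 genes with a ratio between 0.9 and 1.1, 58 (0.760%) were lower, as were 14 of the 1687 genes repressed 2- to 4-fold (0.830%) and 0 of the 228 repressed more than 4-fold. In roots, 32.6% of 568 genes in the class from 2- to 4-fold were lower, and 13 of the 9981 between 0.9 and 1.1 (0.130%). The 13 rose to 21 with array weights and to 25 without the 6 arrays lowest on the main component of the deviations within the −Pi groups. A gene induced less than 2-fold passes 2-fold in the mutant comparison only if it falls below its wild type level at +Pi. The low shares in the classes under 2-fold therefore follow in part from the threshold. The wild type arrays at −Pi enter both the ratio and the mutant comparison, which adds to the grading. The classes rest on the ratio alone, with no test in wild type, and the PHL1 signal leaves the label phr1 phl1 open.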

**Table 1:** Transcriptomic responses to Pi starvation and effect of *phr1* and *phl1* mutations.

			Reduced expression in Pi-starved mutants *vs.* wt				Increased expression in Pi-starved mutants *vs.* wt			
			*phr1*		*phr1 phl1*		*phr1*		*phr1 phl1*	
wt	FDR<0.05	No of genes	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1
**Shoot Up**	**2×**	**1873**	57.1	73.9	68.1	81.5	1.5	2.8	1.4	1.9
	**4×**	**656**	82.8	87.8	89.2	93.1	0.9	1.1	0.6	0.9
**Root Up**	**2×**	**704**	22.0	39.1	46.9	62.5	2.6	4.3	2.0	4.3
	**4×**	**184**	42.4	60.9	78.8	83.7	0.5	2.7	1.1	1.6

			Increased expression in Pi-starved mutants *vs.* wt				Reduced expression in Pi-starved mutants *vs.* wt			
			*phr1*		*phr1-phl1*		*phr1*		*phr1-phl1*	
wt	FDR<0.05	No of genes	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1	2× FDR<0.05	1.5× FDR<0.1
**Shoot Down**	**2×**	**1795**	41.7	60.2	49.9	69.5	0.8	1.4	0.8	1.2
	**4×**	**215**	61.9	73.0	69.3	80.5	0.0	0.0	0.0	0.0
**Root Down**	**2×**	**326**	25.2	34.4	37.1	46.0	1.5	3.1	2.5	5.5
	**4×**	**65**	49.2	53.8	47.7	52.3	3.1	9.2	6.2	9.2

Total number of Pi starvation-induced (Up) and -repressed (Down) genes in wild type shoots and roots. The percentage is indicated of these Pi starvation-responsive genes that show reduced or increased expression in Pi-starved single *phr1* and double *phr1 phl1* mutants. Analysis was done using two different cut-off values for Pi starvation-responsive genes in wild type (two-fold (2×) and four-fold (4×), FDR<0.05) and in mutants (2×, FDR<0.05; 1.5-fold (1.5×), FDR<0.1).

To measure the extent of functional redundancy between *PHR1* and *PHL1*, we examined the Pi starvation-responsive genes whose expression was greatly altered in the double mutant compared to *phr1*. 

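The genes that fell furthest from phr1 to the arrays labelled phr1 phl1 were Pi starvation-induced genes of roots. OCT1 was lower by a log2 fold change of −5.98 (standard error 0.252, adjusted p = 6.95e-12 from limma, 3 arrays per group), AT2G04460 by −5.07 (standard error 0.321), AT5G17340 by −4.69 (standard error 0.165) and AT5G20790 by −3.34 (standard error 0.217). In shoots the largest falls included AT1G76960 (−2.76, standard error 0.440) and the glutaredoxin gene AT1G03020 (−2.32, standard error 0.236). Higher than in phr1 were ICL (4.01, standard error 0.513) and TGG2 (3.34, standard error 0.297) in roots, and the glutaredoxin genes AT3G62950 (3.60) and AT4G15700 (2.36) in shoots. In either organ, 199 of the 2138 Pi starvation-induced genes (9.31%) were lower and 67 of the 2084 Pi starvation-repressed genes (3.21%) were higher in the arrays labelled phr1 phl1, by more than 2-fold with an adjusted p under 0.05; with no limit on the adjusted p the counts were 287 and 111. The 199 fell to 122 with only the 2 groups in the fit, and the 67 rose to 102 with array weights and to 102 with the component as covariate. Simulated unchanged mutants gave 0% of induced genes, which follows from simulating no change in any gene. Over all genes, 47 were higher and 128 lower in shoots, and 223 higher and 184 lower in roots. Of 9 measured genes of the photosynthetic light reactions, 9 were higher and 0 lower than in phr1 roots at an unadjusted p under 0.05 from limma. Leaf tissue among the roots labelled phr1 phl1 is therefore not excluded as a contribution to the genes higher there. The shoot counts fell to 15 and 47 with shoots and roots fitted separately, to 0 and 1 with only the 2 groups in the fit, and to 30 and 79 without phr1 phl1 shoot −Pi replicate 1, and the PHL1 signal leaves the label open.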

Only a small proportion of Pi starvation-responsive genes showed more than two-fold altered expression in the *phr1 phl1* double mutant compared to *phr1* (200 Pi starvation-induced and 82 Pi starvation-repressed genes displayed more than two-fold reduced and increased expression, respectively, in *phr1 phl1 vs. phr1*; Table S2). Of the genes showing altered expression in *phr1 phl1* compared to *phr1*, only 30% did not show altered expression in Pi-starved single *phr1* mutant *vs.* Pi-starved wild type plants, indicating a large functional overlap between *phr1* and *phl1*.

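SPX1 is an example of a gene that differed between the arrays labelled phr1 phl1 and phr1 in roots, with a log2 fold change of −2.80 (standard error 0.296, adjusted p = 4.30e-06 from limma, 3 arrays per group), and that did not pass the test between phr1 and wild type roots. A smaller fall in phr1 is not excluded, as SPX1 was lower there at an unadjusted p under 0.05 from limma. Its signal was 11.13, 11.11 and 10.56 in phr1 roots and 11.72, 11.69 and 11.72 in wild type roots at −Pi. MGD2 differed from phr1 by −1.86 in roots (standard error 0.173, adjusted p = 9.78e-07) and was also lower in phr1 than in wild type roots (−2.44, adjusted p = 1.70e-08). AT1G08310 had −2.23 and −1.48 in the same comparisons, each past the test. The 266 Pi starvation-responsive genes that differed between the arrays labelled phr1 phl1 and phr1 in either organ were compared in the organ of that difference. Of them, 137 (51.5%) were not altered there in phr1 against wild type at 2-fold with an adjusted p under 0.05. At 1.5-fold with an adjusted p under 0.1 the count was 106 (39.8%). Here and below, a gene altered in phr1 only in the other organ counts as not altered, as does SPX1, which was lower in phr1 shoots. In shoots 42 of 122 genes (34.4%) were not altered in phr1, and in roots 113 of 172 (65.7%). The phr1 arrays enter both comparisons. The PHL1 signal leaves the label phr1 phl1 open, while SPX1 runs the same way as the paper's northern analysis (Figure 1B).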

We used MAPMAN ontology tools to obtain an overview of Pi starvation-responsive genes involved in metabolism and regulation (http://mapman.gabipd.org/web/guest/home) [35] (Figure S7). 

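Genes of several branches of primary metabolism changed in Pi-starved wild type shoots. All 3 measured genes of starch and sugar signalling rose (3 when adjusted over the list alone; adjusted p = 4.85e-04 from limma's camera test; adjusted p = 0.0545 with an estimated correlation). BAM5 rose by a log2 fold change of 6.50 (standard error 0.574, adjusted p = 2.83e-08 from limma, 3 arrays per group), APL3 by 3.60 and APL4 by 2.67. Of 3 measured genes of Pi-sparing glycolysis and respiration, 2 rose and 1 fell (2 and 1 when adjusted over the list alone; adjusted p = 0.316). NDB2, an alternative NAD(P)H dehydrogenase gene of mitochondria, rose by 2.26 and PPDK, which encodes pyruvate orthophosphate dikinase, by 1.54, while AT1G12000, a subunit of the pyrophosphate-dependent phosphofructokinase, fell by 0.80. Of 2 measured genes for acid phosphatases and ribonucleases, RNS2 rose by 1.62 in shoots (standard error 0.143) and by 1.12 in roots, and PAP26 had 0.35 in shoots (adjusted p = 0.0595; both rose in shoots and 1 in roots when adjusted over the list alone). Of 3 genes of the Calvin cycle, SBPASE fell by 1.05 in shoots (1 when adjusted over the list alone; adjusted p = 0.380 for the list). In roots, BAM5 rose by 2.69 (adjusted p = 3.24e-03) and 0 of the 3 Pi-sparing genes passed limma's test (0 when adjusted over the list alone, 1 higher at an unadjusted p under 0.05). These lists hold the members that could be matched to a probe set, 3 of 14 for starch and sugar signalling, 3 of 9 for Pi-sparing metabolism, 2 of 11 for acid phosphatases and ribonucleases and 3 of 16 for the Calvin cycle.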

Pi starvation had a broad effect on genes involved in all aspects of metabolism. In particular, induced genes were greatly enriched in secondary metabolism biosynthetic genes, especially those of phenylpropanoids (Figure S7A). 

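In Pi-starved wild type shoots all 7 measured genes of flavonoid and anthocyanin synthesis rose (7 when adjusted over the list alone), with a median log2 fold change of 4.72 (adjusted p = 2.44e-08 from limma's camera test; adjusted p = 0.0442 with an estimated correlation). DFR rose by 5.85 (standard error 0.459, adjusted p = 5.77e-09 from limma, 3 arrays per group), from a signal of 4.29 ± 1.47 (SD, n = 3) to 10.1 ± 0.380 (SD, n = 3). AT4G14090, which adds glucose to anthocyanins, rose by 5.30 (standard error 0.252), and UF3GT, another sugar transferase of the pathway, by 5.04 (standard error 0.383). The MYB regulator PAP1 had the median value (adjusted p = 8.81e-09). In roots 0 of these 7 passed limma's test (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05), and their median was 0.08 (adjusted p = 0.905 from camera). Of 4 measured genes of phenylpropanoid synthesis, the cinnamoyl-CoA reductase gene CCR2 rose by 2.70 in shoots (standard error 0.334, adjusted p = 2.31e-06) and the phenylalanine ammonia-lyase gene PAL3 fell by 0.52 (adjusted p = 0.0203), the same 1 and 1 when adjusted over the list alone; the list did not differ from other genes (adjusted p = 0.597), and its median of −0.02 and mean of 0.54 differ in sign. BCAT4, which starts the synthesis of methionine-derived glucosinolates, rose by 1.88 in shoots (standard error 0.298, adjusted p = 4.48e-05). The measured members were 7 of 19 listed for flavonoids and anthocyanins, 4 of 18 for phenylpropanoids and 1 of 17 for glucosinolates.

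**Figure D3:**
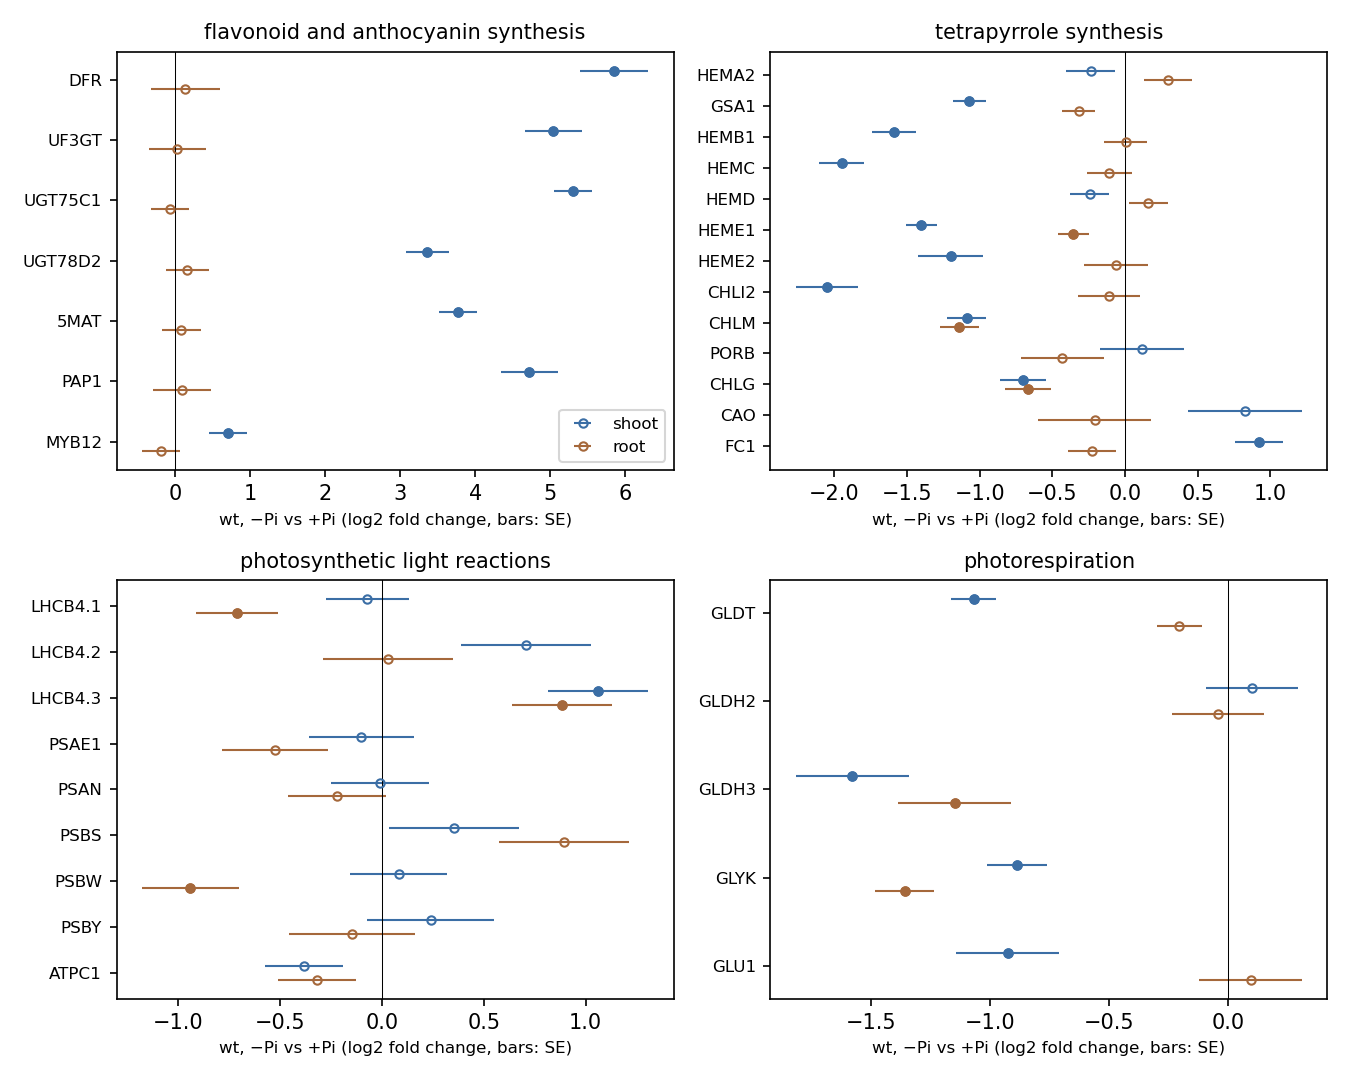
Log2 fold change at −Pi against +Pi in wild type shoots (blue) and roots (brown) of the measured genes of 4 lists, with standard errors as bars; filled points have an adjusted p under 0.05 from limma. The 7 flavonoid and anthocyanin genes lie above 0 in shoots with a median of 4.72 and near 0 in roots.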

There was also an increase in biosynthetic genes of sulpholipids and galactolipids, which replace phospholipids under Pi-limiting conditions as previously reported [36]–[38], and of tetrapyrroles. 

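MGD2, which encodes a monogalactosyldiacylglycerol synthase that makes galactolipids outside the usual chloroplast route, rose in wild type at −Pi from a signal of 4.96 ± 0.402 (SD, n = 3) to 10.4 ± 0.101 (SD, n = 3) in shoots (log2, adjusted p = 1.15e-14 from limma) and by 4.61 in roots (adjusted p = 2.31e-13). It is the 1 measured member of 8 listed genes of sulpholipid and galactolipid synthesis. Of 13 measured genes of tetrapyrrole synthesis, which leads to chlorophyll and heme, 8 fell and 1 rose in Pi-starved shoots (8 and 1 when adjusted over the list alone), with a median of −1.07 (adjusted p = 1.16e-03 from limma's camera test; adjusted p = 0.0442 with an estimated correlation). CHLI2, a subunit of the magnesium chelatase of the chlorophyll branch, fell by 2.05 (standard error 0.215, adjusted p = 2.64e-07), HEMC, the porphobilinogen deaminase gene, by 1.95 (standard error 0.156), and HEMB1, which acts just before it, by 1.59 (adjusted p = 6.69e-08). FC1, the ferrochelatase gene of the heme branch, rose by 0.92 (adjusted p = 1.61e-04). In roots 3 fell and 0 rose (4 and 0 when adjusted over the list alone and at an unadjusted p under 0.05; adjusted p = 0.0597 from camera), with −1.14 for CHLM (adjusted p = 5.72e-06). The other 15 of the 28 listed tetrapyrrole genes had no probe set with a matched name.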

Pi starvation also had a large effect on transcriptional repression of genes involved in light reactions of photosynthesis and in photorespiration (Figure S7A). These are likely protective responses as they would reduce the potential generation of reactive oxygen species. 

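Of 5 measured genes of photorespiration, 4 fell in Pi-starved wild type shoots (4 when adjusted over the list alone; adjusted p = 9.30e-03 from limma's camera test; adjusted p = 0.0442 with an estimated correlation). AT1G32470, an H protein of the glycine decarboxylase, fell by 1.58 in shoots (log2, standard error 0.238, adjusted p = 2.53e-05 from limma, 3 arrays per group) and by 1.15 in roots, and AT1G11860, the T protein of the same complex, by 1.07 in shoots (standard error 0.0946). AT1G80380, which encodes glycerate kinase, the last enzyme of the pathway, fell by 0.89 in shoots and by 1.36 in roots (standard error 0.125). GLU1, the ferredoxin-dependent glutamate synthase gene, fell by 0.93 in shoots (adjusted p = 1.91e-03). In roots 2 of the 5 fell (2 when adjusted over the list alone; adjusted p = 0.0166 from camera; adjusted p = 0.0736 with an estimated correlation). Of 9 measured genes of the light reactions, 0 fell and 1 rose in shoots by limma (0 and 1 when adjusted over the list alone, 0 and 2 at an unadjusted p under 0.05; adjusted p = 0.445 from camera), the light-harvesting gene LHCB4.3 (1.06, standard error 0.247). In roots PSBW of photosystem II fell by 0.94 (standard error 0.238) and LHCB4.1 by 0.71, while LHCB4.3 rose by 0.88; 2 fell and 2 rose when adjusted over the list alone (adjusted p = 0.541). The measured members were 5 of 19 listed for photorespiration and 9 of 46 for the light reactions. The light reaction list holds nuclear genes only. The 76 chloroplast-encoded probe sets, which are not on it, had medians of −1.06 in shoots and −1.78 in roots (17 and 42 lower, 0 higher). With an estimated correlation their p from camera was 0.573 in shoots and 0.0939 in roots.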

Pi starvation-triggered changes in the transcription of regulatory components showed notable effects on genes encoding transcription factors, components of protein degradation machinery, hormone biosynthesis and signalling, and calcium-based regulation, with induction more prominent than repression (Figure S7B). 

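Regulatory genes of several groups rose in Pi-starved wild type shoots. Of 7 measured genes for calcium binding and calcium-dependent kinases, 6 rose and 0 fell (6 and 0 when adjusted over the list alone; adjusted p = 1.47e-04 from limma's camera test; adjusted p = 0.0442 with an estimated correlation), with 2.93 for CML38 (log2, standard error 0.669, adjusted p = 1.57e-03 from limma, 3 arrays per group) and 1.81 for CML41. In roots 3 of them rose (3 when adjusted over the list alone; adjusted p = 2.97e-03; adjusted p = 0.148 with an estimated correlation), among them CBL1 by 1.84. Of 10 genes of senescence, autophagy and vacuolar proteolysis, 8 rose and 1 fell in shoots (8 and 1 when adjusted over the list alone; adjusted p = 0.0179; adjusted p = 0.260 with an estimated correlation), and 5 rose in roots (7 when adjusted over the list alone; adjusted p = 8.20e-05; adjusted p = 0.0736 with an estimated correlation). ATG8H rose by 1.71 in shoots and by 1.59 in roots, the vacuolar protease gene GAMMA-VPE by 1.27 in roots, and ATG8E fell by 1.29 in shoots. All 3 measured genes of jasmonate synthesis and response rose in shoots (3 when adjusted over the list alone; adjusted p = 4.19e-04), with 4.27 for JMT and 1.27 for ACX1, and in roots 0 of 3 passed limma's test (0 when adjusted over the list alone and 0 at an unadjusted p under 0.05). The cold- and drought-regulated gene COR15A rose by 4.55 in shoots (standard error 0.375), and both measured cytokinin response regulator genes fell there (2 when adjusted over the list alone), RR16 by 2.50 and ARR15 by 0.67. Of 7 WRKY factors and other factors linked to Pi starvation, 2 rose in shoots (2 when adjusted over the list alone; adjusted p = 0.115), the zinc finger gene ZAT6 by 2.81 and WRKY6 by 0.85, and 2 in roots (2 when adjusted over the list alone; adjusted p = 0.0624), ZAT6 by 1.49 and WRKY75 by 0.84. Of 10 members of the MYB-CC family, 1 rose and 1 fell in each organ (1 and 0 in shoots and 1 and 1 in roots when adjusted over the list alone; adjusted p = 0.981 in shoots and 0.521 in roots), AT3G12730 rising by 0.61 in shoots and by 0.93 in roots, AT3G04450 falling by 0.27 in shoots and AT5G06800 by 0.89 in roots.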

Our findings are qualitatively similar to those in previous reports [9], [10].

We compared our set of Pi starvation-induced and -repressed genes with the sets of genes responsive to different types of stress or hormones available at the GENEVESTIGATOR database [30] (Table S3). In most cases, there were significant overlaps between the set of genes responsive to Pi starvation and those responsive to other types of stress and, as reported, there were also many significant overlaps with hormone-responsive gene sets [39]. To infer whether control of shared genes, i.e., responsive to Pi starvation and other stresses, could occur through independent regulatory systems (involving different stress type-specific TF) or, alternatively, could in part use common regulatory components, we examined the representation of TF genes in the sets of shared genes that respond to Pi starvation and to other stress types. In most cases, we found that TF genes were equally over-represented relative to non-TF genes in the sets of shared genes (Table S3); this favours the idea that transcriptional control of genes that respond to two stress types in part uses common regulatory components. Two exceptions corresponded to hydrogen peroxide treatment and low nitrate growth conditions, whose induced genes are significantly enriched in Pi starvation-induced genes; enrichment was much weaker or non-existent for Pi starvation-induced TF, however, raising the possibility that in these cases, part of the shared response is controlled by independent TF.

Finally, we studied the effect of Pi starvation on general stress response (GSR) genes. Two independent studies recently identified sets of general stress-induced genes [4], [5]. There is considerable overrepresentation of these genes in our set of Pi starvation genes induced two-fold or more (>44% *vs.* a predicted 9%) (Table 2). A large proportion of these general stress-induced genes responsive to Pi starvation show reduced expression in the Pi-starved *phr1 phl1* double mutant (∼70%), indicating that general stress responses associated to Pi starvation are controlled by PHR1(-like) TF.

**Table 2:** Pi starvation responsiveness of general stress response (*GSR*) genes and their control by PHR1(-like).

Experiment	No GSR genes	PSI-GSR genes	% PSI-GSR genes affected in *phr1 phl1*
**Ma and Bohnert (2007)**	277	127	67.2
**Walley ** ***et al.*** ** (2007)**	161	069	75.4

The number of *GSR* genes reported in two previous studies [4], [5], as well as the number of *GSR* genes induced by Pi starvation (PSI-GSR; cut-off value 2×, FDR<0.05) is given. The number is also shown of Pi starvation-induced *GSR* genes that display lower expression after Pi starvation in *phr1 phl1* double mutant *versus* wild type plants (cut-off value 1.5×, FDR<0.1).

### Direct targets of PHR1 are greatly enriched in P1BS-containing Pi starvation-induced genes

To examine direct targets of PHR1, we followed the strategy originally described by Galaktionov and Sablowski [40], [41], which is based on the use of a transgenic *phr1* mutant plants expressing the GR:PHR1 fusion (*OxGR:PHR1 phr1*), whose activity is postranslationally controlled by DEX. Gene expression analysis following DEX-mediated PHR1 activation and the concomitant inhibition of translation with cycloheximide (CHX), which prevents PHR1 effects on the expression of secondary targets, will inform on PHR1 direct targets. For this study, *OxGR:PHR1 phr1* and *phr1* plants were grown in complete (+Pi) liquid medium for 7 days, then transferred for 2 days to phosphate-lacking (−Pi) medium. Plants were then supplemented with 5 µM DEX and 10 µM CHX, and incubated for 6 h before harvest. Total RNA was isolated from 3 independent samples of *OxGR:PHR1 phr1* and *phr1* plants and transcriptomic analysis was performed. Using standard cut-off values (two-fold, FDR<0.05), 319 and 21 genes showed increased or decreased expression in *OxGR:PHR1 phr1 vs. phr1* mutant plants, respectively. A considerable overlap was found between the set of genes with increased expression in CHX-treated *OxGR:PHR1 phr1* plants with the set of Pi starvation-induced genes (210 out of 319), whereas there was almost no overlap between genes with reduced expression in CHX-treated *OxGR:PHR1 phr1* plants and Pi starvation-repressed genes (1 gene; Table 3 and Table S4). This finding indicates that PHR1 is a *bona fide* transcriptional activator and that PHR1 control of Pi starvation-repressed genes is indirect.

**Table 3:** PHR1 direct targets.

*OxGR:PHR1phr1 vs. phr1*		−Pi Up regulated genes	−Pi Down regulated genes
***Up***	**319**	210	4
**Down**	**021**	007	1

The total number of genes with higher (Up) or lower (Down) expression in the *phr1* mutant overexpressing the GR:PHR1 fusion compared to *phr1* mutant plants is shown. The number is shown of coincidences with Pi starvation up- or downregulated genes. In this experiment, plants were grown for 7 days in +Pi medium, transferred for 2 days to −Pi medium, and then treated with 5 µM DEX and 10 µM CHX for 6 h before harvest.

To substantiate the conclusion that PHR1 control of Pi starvation-repressed genes is indirect, we tested for P1BS in different parts of the Pi starvation-responsive genes and in PHR1 direct targets. Direct targets were enriched in P1BS sequences in all parts of the gene compared to average Arabidopsis genes. As a result, only 3% of PHR1 direct targets did not have a P1BS site in the region encompassing 3 kb of the promoter region to 3 kb downstream, compared to 17% for average Arabidopsis genes. Enrichment was especially high in the 1 kb proximal promoter region and even higher in the 5′UTR. Although the 3′UTR of direct targets was only weakly enriched in P1BS sequences, P1BS was significantly enriched in the 3′UTR of the whole set of Pi starvation-induced genes (Figure 4 and Table S5).

**Figure 4:**
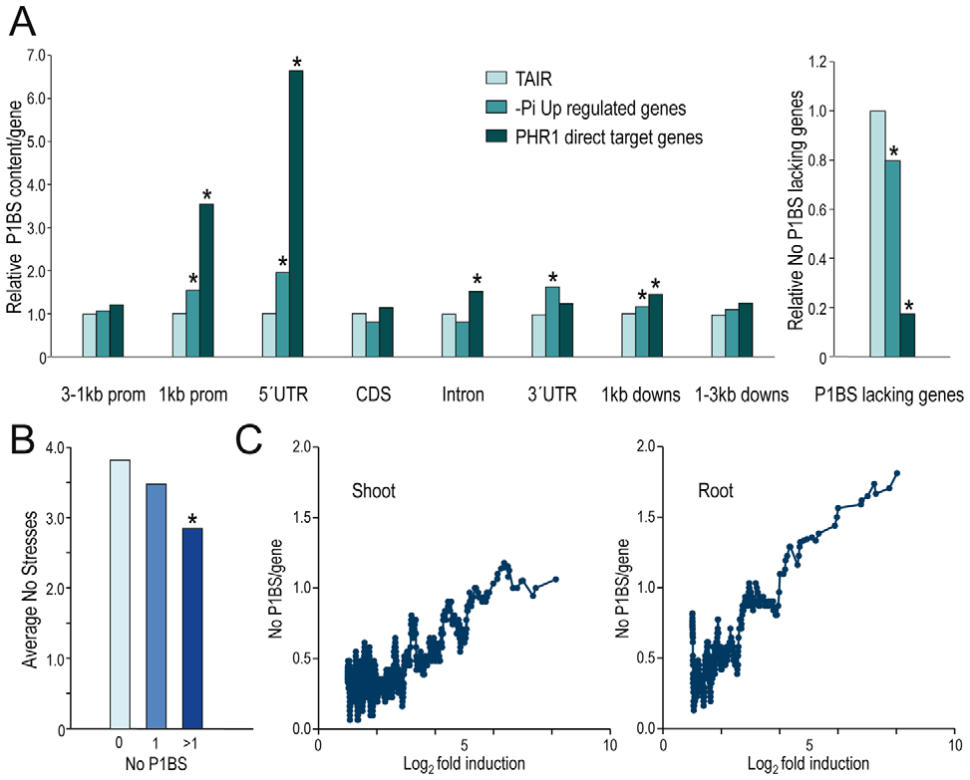
P1BS distribution over different gene parts of PHR1 direct targets and Pi starvation-responsive genes. (A) P1BS content per gene in different gene parts (distal promoter region, 3-1 kb prom; proximal promoter region, 1kb prom; 5′UTR, coding region, CDS; Intron; 3′UTR; proximal downstream region, 1 kb downs; distal downstream region, 1–3 kb downs) (left) and proportion of genes lacking P1BS in any of these gene parts (right). The P1BS content of the average Arabidopsis genes, represented in the Affimetrix chip used in transcriptomic analyses, is taken arbitrarily as 1. (B) Average number of other stresses in which Pi starvation-induced genes are also induced relative to the number of P1BS motifs in the 1 kb proximal promoter region. Data for induction by other stress types were obtained from 28 stress conditions for which transcriptomic data were available in the GENEVESTIGATOR database (https://www.genevestigator.com) [30]. Asterisks in A and B represent significant differences (p<0.01 using the χ^2^ test). (C) Relation between the number of P1BS motifs in the 1 kb promoter proximal region and log_2_ *x*-fold induction. The number of P1BS/gene (No P1BS/gene) was calculated as the average content of P1BS motifs over successive sets of 30 genes, measured at a one-gene interval, ordered according to inducibility by Pi starvation.

We next tested whether specificity of Pi starvation inducibility correlated with P1BS content in the promoter. We examined the average number of other stresses in which Pi starvation-induced genes are also induced relative to the presence of none, one, or more than one P1BS in the 1 kb proximal promoter region, 5′UTR, 3′UTR, introns or 1 kb proximal downstream region, or in any combination of these, in which the set of Pi starvation-induced genes and/or PHR1 direct targets showed a significantly higher P1BS levels compared to average Arabidopsis genes (Figure 4A and Table S5). P1BS content in the proximal promoter region, the 5′UTR or introns was associated with slightly higher specificity of Pi starvation-responsiveness; however, the difference in specificity was insufficient to ascribe specificity to the class of genes containing P1BS (Figure 4B and Figure S8A).

We examined whether genes with P1BS in their promoters, 5′UTR, 3′UTR, introns and the 1 kb downstream region were induced at a higher level by Pi starvation. Analysis of P1BS representation relative to the x-fold induction showed a striking correlation between inducibility and P1BS content in the 1 kb proximal promoter region, whereas P1BS content in other gene regions showed no correlation with inducibility (Figure 4C and Figure S8B).

### The P1BS sequence is a key *cis*-regulatory motif in Pi starvation signalling

To confirm the importance of P1BS as key *cis*-regulatory motifs in Pi starvation signalling, we performed two types of experiments: i) evaluation of the effect of P1BS mutation on Pi starvation-responsive genes and ii) analysis of Pi starvation responsiveness mediated by a minimal promoter containing multimerised P1BS.

For the first experiment, we selected the promoters of two genes, *IPS1*, a highly specific Pi starvation-induced gene [42], and *RNS1*, which is also responsive to wounding stress [43]. A 1 kb DNA fragment containing the promoter proximal region up to the first initiation codon in the transcribed region was obtained for each gene by PCR amplification of genomic DNA. We also prepared mutants in which the P1BS sites of each gene were impaired. For the *IPS1* promoter, which has two P1BS, we obtained single mutants of each P1BS and a double mutant of both. Transgenic plants harbouring these promoters or their mutant versions fused to the coding region of *GUS* in the pBI101 binary vector [44] were obtained (Figure 5A).

**Figure 5:**
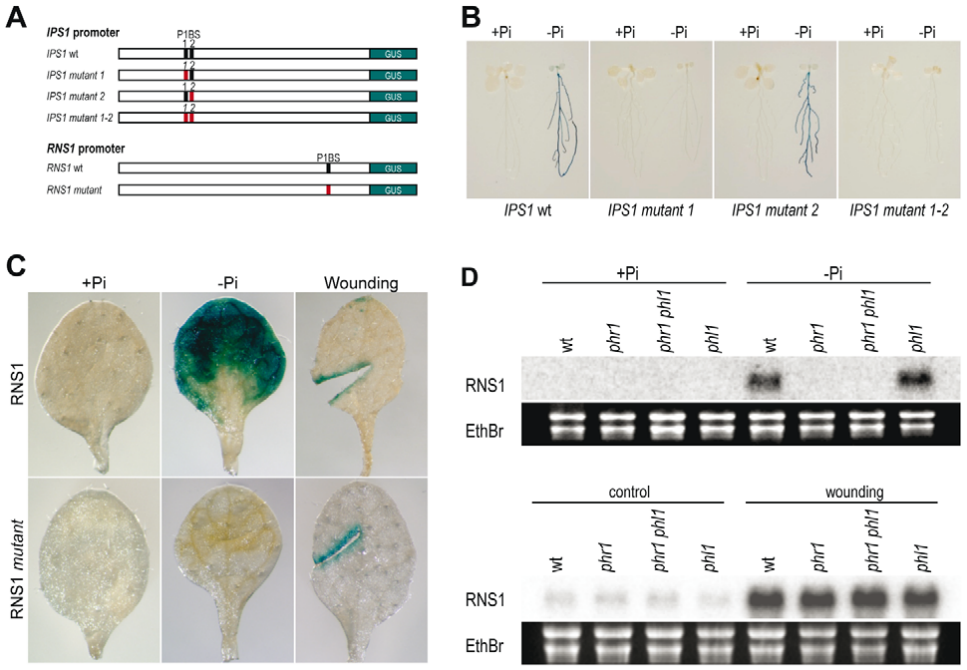
P1BS is a key *cis*-regulatory motif in Pi starvation responsiveness. (A) Diagram shows *IPS1:GUS* and *RNS1:GUS* reporter genes and mutated versions thereof. The P1BS motifs in each gene are highlighted with a vertical bar (wild type, black; mutant, red). (B,C) Histochemical analysis of GUS activity driven by wild type and mutated versions of the *IPS1:GUS* reporter gene in plants grown in +Pi or −Pi media (B), or driven by wild-type and a mutated version of the *RNS1:GUS* reporter gene in plants grown in +Pi and +Pi media after wounding (C). (D) Northern analysis of *RNS1* gene expression in wild type and *phr1*, *phl1*, and *phr1 phl1* mutants in response to Pi starvation or wounding. Ethidium bromide-stained rRNA was used as loading control. For the Pi starvation experiment, plants were grown for 7 days in +Pi or −Pi media and RNA prepared from shoots. For the wounding experiment, plants were grown for 14 days, and wounded and unwounded control leaves were harvested for histochemical analysis of GUS activity and for RNA isolation 8 h after wounding.

In the case of wild type *IPS1* constructs (*IPS1:GUS*), 10 of 10 transgenic plants examined showed Pi starvation-induced GUS activity. Mutation of P1BS-2 had no effect on Pi starvation responsiveness (9 of 10 transgenic plants showed Pi starvation-induced GUS activity), whereas mutation of P1BS-1 abolished Pi starvation responsiveness (10 of 10 plants had no GUS activity; see example in Figure 5B). For wild type *RNS1*, 9 of 10 transgenic plants displayed Pi starvation-induced GUS activity, whereas P1BS impairment resulted in no Pi starvation-induced GUS activity (Figure 5C). In the case of *RNS1*, we also examined responsiveness to wounding. Both the wild type *RNS1* promoter and the mutant promoter impaired in P1BS showed similar wounding-induced GUS activity (Figure 5C). We examined whether *phr1* and/or *phl1* mutations affected *RNS1* expression. Northern analysis indicated that mutation of *PHR1* and *PHL1*, while impairing Pi starvation responsiveness, had no effect on the *RNS1* wounding response (Figure 5D). These results point to a critical role for P1BS in Pi starvation responsiveness and, in the context of non-specific Pi starvation-responsive genes, indicate that PHR1(-like) and P1BS are not necessarily required for responsiveness to stresses other than Pi starvation. In addition, it is evident from the case of *IPS1* that not all P1BS motifs in a promoter are equally relevant for Pi starvation responsiveness. Other architectural determinants such as nucleosome positioning and P1BS organisation with respect to additional *cis* motifs might determine P1BS function.

To analyse the capacity of P1BS to mediate Pi starvation responsiveness, we fused four tandem copies of P1BS to the −46 minimal 35S promoter from CaMV (*4xP1BS:GUS*) [45]. Transgenic plants harbouring this construct were fully responsive to Pi starvation (9 of 10 independent lines). We chose one of these lines to study the specificity of Pi starvation responsiveness and the effect of known agonists (sucrose) [46]–[48] or antagonists (cytokinins and arsenate) [39], [46], [49]. As in the case of *IPS1:GUS*, the *4xP1BS:GUS* construct was highly responsive to Pi starvation, but not to other types of stress (nitrogen, potassium and sulphur starvation, and salt and osmotic stress); in addition, it was responsive to the stimulatory effects of sucrose and the repressing effect of arsenate and cytokinins (Figure 6A and 6B).

**Figure 6:**
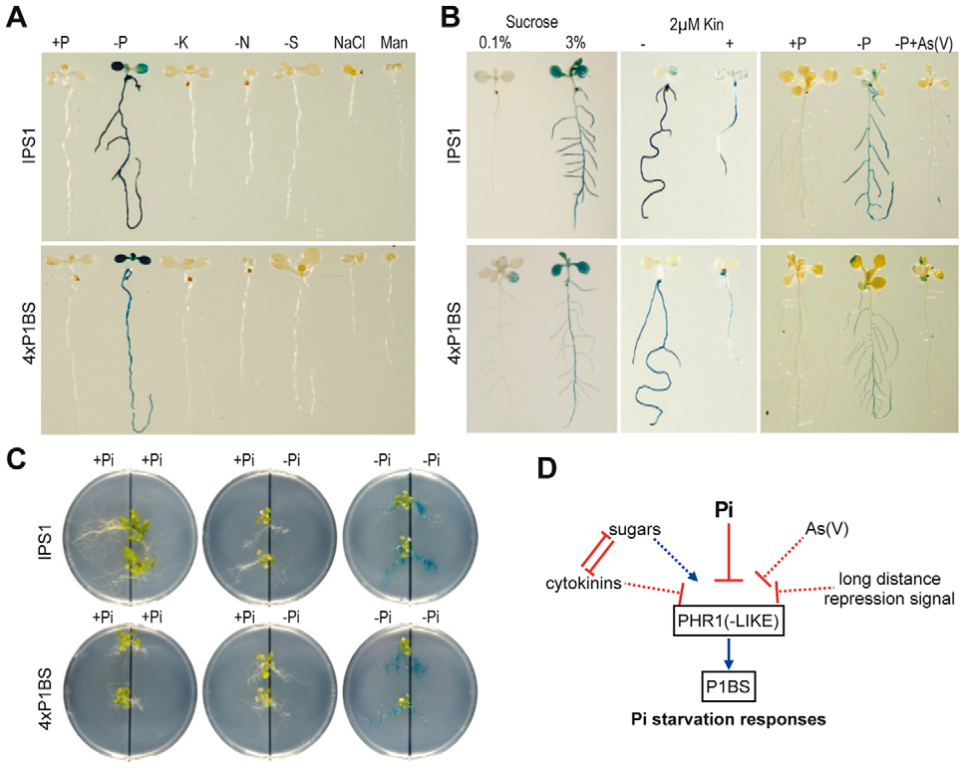
P1BS is an integrator *cis* motif in Pi starvation signalling. (A–C) Histochemical analysis of GUS activity driven by *IPS1:GUS* (IPS1) and *4xP1BS:GUS*, a reporter gene containing a synthetic promoter harbouring four tandem copies of P1BS fused to the −46 minimal 35S promoter from CaMV (4xP1BS). (A) Response of reporter genes to different types of nutrient starvation stress and to salt and osmotic stress. Plants were grown for 7 days in +Pi or −Pi medium, or media lacking potassium (−K), nitrogen (−N) or sulphur (−S). The effect of saline and osmotic stress was analysed in plants grown for 7 days in complete media supplemented with 150 mM NaCl (NaCl) or 300 mM mannitol (Man), respectively. (B) Response of reporter genes to known agonists (sucrose) or antagonists (cytokinins, arsenate) of the Pi starvation response. To analyse the effect of sucrose, plants were grown for 7 days in +Pi medium in low sucrose (0.1%) and transferred for 3 days to −Pi medium containing two concentrations of sucrose (0.1% or 3%; left). To examine the cytokinin effect, plants were grown for 5 days in −Pi medium, alone or with 2 µM kinetin (Kin; centre). Plants (right) were grown for 7 days in complete liquid medium and transferred for 4 days to +Pi or −Pi media alone or with 30 µM arsenate [As(V)]. (C) Response of reporter genes to long distance repression in a split root assay. Plants were grown for 7 days in complete medium, for 4 additional days on −Pi medium, then transferred for 4 days to split plates with compartments containing +Pi or −Pi media as indicated. (D) Model showing the integrator role of P1BS and consequently PHR1(-like) in Pi starvation signalling.

Systemic repression is a characteristic type of control in nutrient physiology; it stands for the fact that most responses to nutritional deficiency are determined by shoot nutritional status rather than by the local nutrient concentration in the vicinity of the root system [50]. To evaluate whether systemic repression is signalled through P1BS, we used a split root assay in which part of the root system of Pi-starved plants was placed in Pi-lacking medium and the other part in Pi-rich medium. GUS activity was not detected in the Pi-lacking parts of the roots in the split root assay (Figure 6C). These results define P1BS and, consequently, PHR1(-like) TF as central integrators in Pi starvation signalling (Figure 6D).

### Phylogenetic footprinting shows combinatorial action of P1BS in Pi starvation responsiveness of wild type promoters

To examine whether P1BS sequences are sufficient in the context of a natural promoter to mediate Pi starvation responsiveness, we performed phylogenetic footprinting analysis to search for conserved *cis*-regulatory regions that could be relevant in the control of gene expression. For this analysis, we examined the promoter of the highly specific Pi starvation- responsive *IPS1* gene. Using oligo-adapted PCR amplification with a conserved region of *IPS1*, we amplified fragments containing the promoter region of orthologous genes from four different *Brassicaceae* species (Figure S9). Sequence alignment showed two highly conserved regions, spanning from nt −626 to −527 and from nt −280 to −109 from the first ATG in the transcribed region of *IPS1* (Figure S9). As this analysis did not provide sufficient resolution to identify *cis*-regulatory motifs, we included *At4* in the alignment, as it is also responsive to Pi starvation and is the most closely related *IPS1* homologue in Arabidopsis [25]; we thus delimited the candidates for *cis*-regulatory sequences to six short motifs (motifs A to E and P1BS1; Figure 7 and Figure S9). Further inspection of additional members of the family in Arabidopsis and other species such as tomato, medicago, maize and poplar showed that two of these six conserved motifs were also conserved outside the *Brassicaceae* family (P1BS1 and B motifs; Figure 7A). Fusion of the region encompassing motifs A-P1BS-B to the −46 minimal 35S promoter (*A-P1BS-B:GUS*) showed that this region is sufficient to mediate Pi starvation responsiveness of a GUS reporter gene (Figure 7B and 7C). Mutational analyses indicated that whereas impairment of motif A had no effect, mutation of motif B abolished Pi starvation responsiveness and resulted in weak constitutive expression of the mutant gene (Figure 7B and 7C). These results indicate that motif B acts in concert with P1BS to mediate Pi starvation responsiveness.

**Figure 7:**
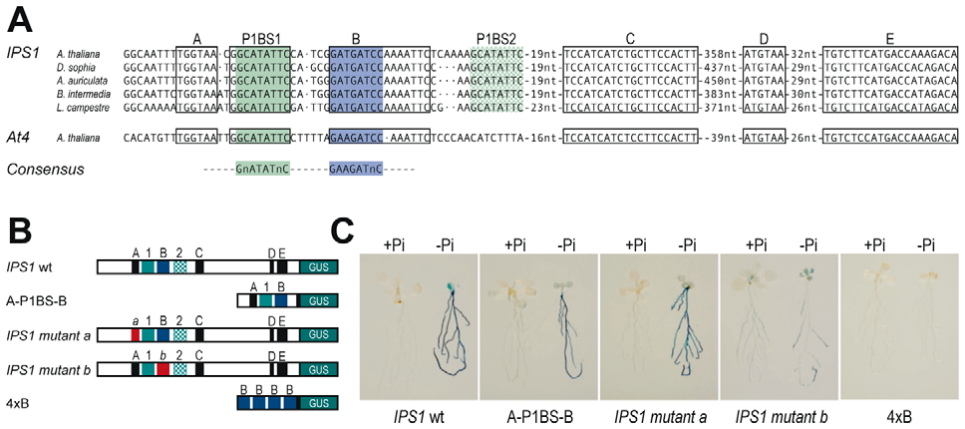
Phylogenetic footprinting and mutational analysis of the *IPS1* promoter. (A) Alignment of the promoter region of *IPS1* from five *Brassicaceae* species (*Arabidopsis thaliana*, *Descurainia sophia*, *Brassica intermedia*, *Arabis auriculata* and *Lepidium campestre*), which is conserved in the highly related *At4* gene. A consensus sequence is shown indicating conservation of P1BS closely linked to motif B in the promoter of more distant *IPS1-related* genes from Arabidopsis and from other species (*Medicago truncatula*, *Solanum lycopersicum*, *Populus trichocarpa* and *Zea mays*). Conserved regions between *IPS1* orthologs and *At4* are boxed; the P1BS1 and B motifs conserved in distantly related *IPS1* family members are shown in green and blue, respectively. The P1BS2 motif conserved only among *IPS1* orthologues is highlighted (pale green). (B) Diagram shows different *IPS1* promoter-derived reporter constructs: wild type 1 kb *IPS1* promoter region (IPS1 wt), including P1BS (green boxes), motif B (blue box) and motifs A, C, D and E (black boxes); a 42-bp *IPS1* promoter fragment (A-P1BS-B), including motifs A, P1BS1 and B; four tandem copies of motif B (4xB). Both A-P1BS-B and 4xB were fused to the −46 minimal promoter from the CaMV 35S gene fused to the coding region of the *GUS* reporter; versions of the *IPS1* promoter with either motif A or motif B mutated (red boxes) were fused to the coding region of the *GUS* reporter. (C) Histochemical analysis of GUS activity driven by wild type *IPS1:GUS* and derived reporter constructs. Plants were grown for 7 days in +Pi or −Pi media.

We also analysed whether motif B could drive Pi starvation inducibility, as is the case of P1BS. An artificial gene containing four tandem copies of motif B fused to the -46 minimal 35S promoter from CaMV and the *GUS* coding region (*4xB:GUS*) did not show any GUS activity, even in Pi starvation conditions (10 of 10 independent transgenic lines; Figure 7B and 7C).

To evaluate a possible informatic approach to predict the relevance of motif B and not of other conserved motifs in the context of Pi starvation responsiveness, we examined whether the conserved motifs A and B were overrepresented in the promoters of our set of Pi starvation-responsive genes. Neither of these conserved motifs were significantly overrepresented; nonetheless, we found a clear overrepresentation of motif B in combination with P1BS when the distance between the two motifs was restricted to 25 nt (26 observed *vs.* 12.4 predicted, p<0.0002; Table S6). These data, including the result using the artificial *4xB:GUS* gene, strongly suggest that the role of motif B in Pi starvation responsiveness is subsumed to that of P1BS, and that it is likely that PHR1(-like) proteins interact with a yet to be identified TF that interacts with motif B, directly or via a co-adaptor protein.

## Discussion

Plants rely on adaptive systems to protect themselves from different types of stress. One of these adaptive systems is that for Pi starvation stress, in which transcription factor PHR1 from the MYB-CC family plays an important regulatory role [12], although its extent remains unknown. Based on physiological and transcriptomic analysis of plants with altered expression of *PHR1* and of the closely related gene *PHL1*, in this study we i) show the central role of *PHR1* and functionally redundant *PHL1* in the control of Pi starvation responses, ii) identify PHR1 direct targets and the potential importance of pre-existing, shared regulatory components in PHR1-mediated indirect control, and iii) highlight the relevance of the PHR1 binding site (P1BS), in concert with other *cis*-regulatory motifs, in the direct control of Pi starvation-induced genes by PHR1. This type of regulatory architecture, involving a central integrator based on a single class of transcription factor, makes Pi starvation stress a suitable system in which to gain insights into general plant stress physiology, including the role of transcriptional repression in stress responses.

### Central role of functionally redundant *PHR1* and *PHL1* in the control of plant responses to Pi starvation

The partial functional redundancy between *PHR1* and *PHL1* is indicated by the additive or synergistic effects of mutations in these two genes on most of the traits examined, including transcriptional responsiveness to Pi starvation. Redundancy probably involves additional members of the *MYC-CC* family, since mutation of both *PHR1* and *PHL1* does not fully abolish Pi starvation responses. For instance, *IPS1* is still weakly responsive in the *phr1 phl1* double mutant, and we demonstrate that mutation of a P1BS site in *IPS1* completely abolishes the Pi starvation response of this promoter (Figure 1B and Figure 5B). In line with this partial functional redundancy, PHR1 and PHL1 have similar DNA binding specificity and can heterodimerise.

The use of plants with different PHR1(-like) activity levels (*phr1* and *phl1* single mutants, *phr1 phl1* double mutant, and PHR1-overexpressing plants) confirmed the essential role of *PHR1* and *PHL1* in the control of intracellular Pi concentrations and anthocyanin accumulation [12], as well as in other aspects of the response, such as root hair length, silique formation and senescence (Figure 2). The observed effect of *phr1* and *phl1* mutations on Pi levels of plants grown under a Pi rich regimen contrasts with the limited effect of these mutations on expression of Pi starvation induced genes in plants grown under these conditions. This could reflect a partial compensation of a lower amount of PHR1(-like) protein in these mutants with a higher activity of the remaining PHR1(-like) protein (likely encoded by PHR1-related genes), as the level of Pi, which inhibits PHR1(like), in mutants grown in +Pi medium is lower than in the wild type. The observed effect of the *phr1* mutation on root hair formation supports a previous finding in rice, in which overexpression of a rice PHR1 homologue was shown to affect root hair length and density [33]. Given that root hair response is dependent on local Pi concentration in the root surroundings rather that on shoot Pi concentration [51], our data indicate that *PHR1* also controls at least part of local Pi-dependent responses. The results also show the importance of a proper response to nutrient stress for reproductive success, which is enhanced in PHR1-overexpresssing plants (Figure 2).

Our transcriptomic analyses reveal the large quantitative dimension of the Pi starvation transcriptional response and the central regulatory role of PHR1 and PHL1. A total of 4170 genes, representing 18.5% of the genes analysed, displayed Pi starvation responsiveness (Table 1); of these, 75% of induced and 65% of repressed genes showed decreased and increased expression, respectively, in the Pi-starved *phr1 phl1* double mutant (Table 1), indicative of reduced responsiveness in the mutant lines. 

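AT1G08310, AT5G09570 and AT2G37870 were among the genes induced in both organs. AT1G08310 rose by 5.78 in shoots (log2, standard error 0.184, adjusted p = 1.07e-14 from limma, 3 arrays per group) and by 5.11 in roots, and was lower in the arrays labelled phr1 phl1 by −2.72 in shoots and by −3.72 in roots. AT5G09570 rose by 4.66 in roots and was lower there by −2.76 (adjusted p = 1.08e-05), and AT2G37870 rose by 4.68 in roots and was lower there by −2.48 (adjusted p = 0.0112). In either organ, 4205 of the genes tested (18.5%) responded to Pi starvation in wild type. Of the 2138 induced in at least 1 organ, 1385 (64.8%) were lower in the arrays labelled phr1 phl1 at 2-fold with an adjusted p under 0.05 and 1672 (78.2%) at 1.5-fold with an adjusted p under 0.1, in an organ in which they were induced. The PHL1 signal leaves the label phr1 phl1 open, and the sentence names no threshold (the methods' default is 2-fold with an adjusted p under 0.05).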

There is no precedent for a small number of related TF controlling a complex stress response to such a large extent, although a quantitatively similar role was described for two Snf1-related kinases, KIN10 and KIN11, that act as central integrators in sugar/energy depletion responses [52].

As for physiological and developmental responses, many Pi starvation-responsive genes are also responsive to other stresses, yet their responsiveness to Pi starvation is compromised in the *phr1* and *phr1 phl1* mutants. Non-specific molecular responses can thus be controlled by stress type-specific regulatory systems. A paradigmatic example of this is represented by general stress response (*GSR*) genes; these genes, identified in two independent studies, have been ascribed to an independent regulatory system [4], [5]. Nonetheless, a large proportion of Pi starvation-responsive *GSR* genes are controlled by PHR1(-like) (Table 2). One way to reconcile the existence of an independent regulatory system for *GSR* genes and the observation that they are controlled by PHR1(-like) TF is that PHR1(-like) TF exert their regulatory role on these genes by acting on the GSR regulatory system.

Also noteworthy is the finding that 65% of the genes repressed by Pi starvation are more highly expressed in the *phr1 phl1* double mutant than in wild type after Pi starvation (Table 1). This indicates that a large proportion of the transcriptional repression response is also an integral part of the adaptive response, since it is evident that the *phr1 phl1* double mutant is more sensitive to Pi starvation, as it cannot mount a correct response (Figure 2B).

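DIN10, a gene known to be switched on by darkness and sugar lack, fell in Pi-starved wild type shoots by a log2 fold change of 2.96 and in roots by 1.92, and was higher in the arrays labelled phr1 phl1 by 3.40 in shoots and by 1.66 in roots. PMT6, which encodes a polyol transporter, fell by 1.52 in shoots and was higher there (adjusted p = 5.27e-07) with that label, and in roots fell by 2.40 and was higher by 2.40. Both passed limma's test in each comparison with 3 arrays per group, and both were chosen after their values were seen. BEE2, which fell in shoots, was higher there by 2.55 with that label (adjusted p = 4.09e-04), and EXPA8 by 1.96 (adjusted p = 3.58e-04). AT1G47400, which encodes a short peptide of iron deficiency signalling, fell by 4.07 in shoots (standard error 0.410) and had −0.29 with that label (adjusted p = 0.659). Of the 2084 genes repressed in at least 1 organ, 1027 (49.3%) were higher in the arrays labelled phr1 phl1 at 2-fold with an adjusted p under 0.05, and 1394 (66.9%) at 1.5-fold with an adjusted p under 0.1. The PHL1 signal leaves the label phr1 phl1 open.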

### Direct and indirect control of the molecular response to Pi starvation by PHR1(-like) TF

Here we show that PHR1(-like) regulation of Pi starvation-responsive genes involves both direct and indirect control. Direct control is essentially exerted on induced genes containing the P1BS (GNATATNC) sequence [12], whereas transcriptional repression is essentially indirect. Indeed, it can be noted that genes identified as direct targets (in which activation is independent of protein translation) are highly enriched in Pi starvation-induced genes containing P1BS sequences in different parts of the gene, particularly in the promoter proximal region and even to a higher extent in the 5′UTR. This indicates that PHR1 acts most prominently as a transcriptional activator, and that control of transcriptional repression is mostly, if not completely indirect (e.g., via activation of a transcriptional repressor). A large proportion of the Pi starvation-induced genes (more than 70%) are also probably controlled indirectly by PHR1, since only about 30% of Pi starvation-induced genes have a P1BS motif in their promoter proximal region, 5′UTR or 3′UTR, where P1BS content is significantly higher than in an average Arabidopsis gene.

Another finding is the strong association between P1BS content in the promoter and the degree of Pi starvation inducibility (Figure 4). It is interesting that although other regions are also P1BS-enriched, particularly the 5′UTR, but also the 3′UTR, introns and 1 kb proximal downstream region of Pi starvation-responsive genes, P1BS content in these regions does not correlate with inducibility. This suggests that the role of P1BS differs qualitatively in these regions compared to its role in the promoter.

The correlation between P1BS content in the promoter and gene inducibility is not strict, however; for *IPS1*, we show that one of the P1BS motifs in its promoter is in fact dispensable for Pi starvation responsiveness. In any case, the higher P1BS content of highly upregulated genes suggests that bioinformatic searches for stimulus-specific *cis*-regulatory motifs will be more efficient if performed in highly responsive genes.

Taken together, these observations suggest a simple evolutionary path to construct a complex adaptive response to a specific stress type, under the control of a central regulatory system. Our data are in agreement with a central regulator that controls pre-existing, shared genetic networks by acting on the regulators of those networks, as it is probably the case of *GSR* genes, rather than on each individual gene. In line with this idea, we found that in most cases, TF genes and non-TF genes are equally over-represented in the sets of genes responsive to Pi starvation and to any other type of stress (Table S3); we would predict under-representation of TF genes if shared genes were exclusively controlled by independent stress type-specific regulators. Genes for which the transcription rate obtained via this indirect route was insufficient, as could be the case of *RNS1* (see below), might have been recruited under the direct control of the central regulator, similar to the situation in Pi starvation-specific networks.

### Importance of P1BS *cis*-regulatory element as an integrator in the response to Pi starvation: concerted action *in vivo* with other *cis*-regulatory motifs

Here we demonstrate the key importance of P1BS in Pi starvation gene inducibility, reinforcing the importance of *PHR1*. In addition to the fact that P1BS is overrepresented in phosphate starvation-induced genes, as shown here and elsewhere [9], [11], P1BS is highly conserved in a Pi starvation-responsive gene (*IPS1*). Mutation of critical P1BS motifs in promoters of Pi-responsive genes abolishes Pi starvation responsiveness in dicots and monocots (Figure 5) [53], and a minimal promoter containing four tandem copies of P1BS is specifically responsive to Pi starvation (Figure 6).

The fact that a minimal promoter containing P1BS specifically responds to Pi starvation allowed us to examine the effect of several modulators of the Pi starvation response, and to show that this element can recapitulate Pi starvation-specific responsiveness (Figure 6); this includes the effect of all the best known modulators of this response, such as sugars, cytokinins, arsenate and long distance systemic repression [11], [46]–[50]. These data qualifys P1BS and, consequently, PHR1(-like) TF as central integrators of the Pi starvation response (Figure 6D).

By analysing the function of a promoter responsive to Pi starvation and wounding (*RNS1*) [43], we show that the P1BS motif is necessary only for Pi starvation responsiveness and not for responsiveness to other types of stress. Conversely, mutation of *PHR1* and *PHL1* affect only *RNS1* responsiveness to Pi starvation and not to other stress types (Figure 5). Independent multisignal responsiveness can thus also be attained through independent *cis* motifs in the promoter.

Although our data indicate the importance of P1BS as a Pi starvation response *cis* motif, we also show that P1BS function is dependent on sequence context, and that P1BS alone is insufficient to drive Pi starvation responsiveness in the context of a natural promoter such as that of *IPS1* (Figure 5 and Figure 7). Indeed, our phylogenetic and mutational analysis of *IPS1* identified a second motif, motif B (GAWGATNC), necessary for correct Pi starvation responsiveness of *IPS1*. The conditional overrepresentation of motif B, dependent on the presence of P1BS (Table S6), and the finding that motif B is unable to drive Pi starvation responsiveness strengthens the idea that PHR1 and P1BS represent a central integrator module in Pi starvation responsiveness.

### Conclusions

The results of this study show that *PHR1* and a functionally related member of its family comprise a central integrator system for the Pi starvation response. Pi limitation is a common condition in many natural soils, which implies that selective pressure against this stress has been very strong throughout evolution, underlining the adaptive value of this simple regulatory system of such a complex response. A consequence of our finding that a single TF family largely controls a stress response is that transcriptionally overlapping programs in response to different stress types can ultimately be controlled by independent regulatory systems. Such systems act indirectly, using (pre-existing) shared regulatory components in many targets, and directly on the remaining small proportion of target genes on average highly enriched in P1BS. The finding that the 5′UTR of PHR1 primary targets and of Pi starvation induced genes shows the highest overrepresentation in P1BS sequences, raises the possibility of an important role of this region in transcriptional control, in addition to its most commonly associated role in translational control. The fact that a large proportion of the transcriptionally repressed genes are controlled by PHR1(-like) TF indicates that transcriptional repression is an integral part of the Pi starvation response, and not merely a consequence of plant malfunction under stress.

## Materials and Methods

### Plant material and growth conditions

All *Arabidopsis thaliana* plants used in this study, including mutants and transgenic plants, were on the Columbia (Col-0) background. *phl1* was obtained from the SAIL collection (SAIL_731_B09) [54]. Growth conditions and the complete Johnson medium containing 2 mM Pi (KH_2_PO_4_) and 2% sucrose were as described [22], [55]. For specific experiments, the concentration of Pi, sucrose, kinetine or arsenate (NaH_2_AsO_4_·7H_2_O) is indicated.

### Physiological measurements

Anthocyanin was extracted from rosettes of plants grown on Pi-lacking medium supplemented with 5 µM DEX for 12 days. Anthocyanin content was measured as described [56]. The method of Ames [57] was used to determine the cellular phosphate content of seedlings grown on complete medium for 12 days (supplemented with 5 µM DEX when specified). Mean values were compared using Student's *t*-test.

### Constructs for expression in plants and plant transformation

Plants were transformed by the vacuum infiltration method [58]. Routine molecular work was performed as described [12], [59], except where indicated. Sequences of primers used for PCR amplification and construction of genomic DNA/cDNA fragments are given in Table S7.

A *Nco*I-*SpeI* fragment containing the ORF of *PHR1* was amplified by PCR from the *PHR1* cDNA [12] purified and digested with *NcoI* and *SpeI*. This fragment was introduced into the binary vector pBHAGR, which contains the CaMV 35S promoter, the 3xHA epitope and a fragment of the rat glucocorticoid receptor (GR) cDNA encoding the receptor-binding domain, generating the recombinant expression cassette *35S:HA:GR:PHR1* (pBHAGRPHR1). The pBHAGR vector was generated introducing a *Bam*HI*-Nco*I cDNA fragment codifying for the 277 carboxy-terminal amino acids of the rat glucocorticoid receptor [60] into a binary vector pBHA kindly supplied by Dr. F. Parcy (Institut National de la Recherche Agronomique, Grenoble, France).

The *Hin*dIII-*Bam*HI 1kb fragment containing the *IPS1* promoter and the *Xba*I*-blunt* 1kb fragment containing the *RNS1* promoter were amplified by PCR. The mutated promoter sequences were generated as overlapping PCR products using semi-complementary primers with the mutated sequences. The PCR products were purified, digested with *Hin*dIII-*Bam*HI (*IPS1*) or *Xba*I (*RNS1*) and inserted between *Hin*dIII-*Bam*HI or *Xba*I-*Sma*I sites into the pBI101 vector [44].

The four tandem copies of P1BS (*4xP1BS:GUS*), the B motif (*4xB:GUS*) constructs, and the 42bp *IPS1* promoter fragment (*A-P1BS-B:GUS*) were generated by annealing semi-complementary primers, resulting in DNA fragments with *Hin*dIII and *Xba*I overhangs. The over-hanged DNA fragments were inserted between *Hin*dIII and *Xba*I sites at the 5′ end of a minimal 35S promoter in the pTi0046 plasmid. The pTi0046 plasmid contains a −46bp truncated version of the CaMV 35S promoter [45] into the *Bam*HI site of the pBI101 vector.

### Real-Time PCR

Quantitative PCR (Q-RT-PCR) was performed on three independent biological samples as described [61]. The pairs of primers used are described in Table S7.

### Protein synthesis, DNA binding reactions and EMSA analysis

PHR1 and PHL1 deletion derivatives were generated by *in vitro* translation (or cotranslation in the dimerization experiments) using the TnT T7 Quick System for PCR DNA (Promega), as described [62]. PCR and labeling of promoter fragments and oligonucleotides, DNA binding reactions and EMSA were performed as described [63].

### Yeast two-hybrid assays

A cDNA fragment corresponding to a deletion derivative of PHR1, Δ-PHR1, encompassing amino acid residues 208–362, that lacks transactivation domain was cloned into the pGBKT7 (Gal4 DNA binding domain, BD; Clontech). We used this to screen a whole seedling cDNA library prepared in the pGADT7 vector (Gal4 activation domain, AD, Clontech) to detect PHR1-interacting proteins. One of these was Δ-PHL1 (lacking amino acids 1–60, details to be described elsewhere). To confirm protein interactions, the plasmids were cotransformed in *Saccharomyces cerevisiae* AH 109 cells following standard heat-shock protocols [64]. Successfully transformed colonies were identified on yeast synthetic drop-out lacking Leu and Trp; these colonies were resuspended in 30 mM NaCl and transferred to the same media plus β-gal or to selective media lacking Ade, His, Leu and Trp. Plates were incubated (30°C, 2–4 days). The empty vector pGADT7 was also cotransformed with the pGBKT7-DPHR1 construct as a negative control.

### Transcriptome analyses of Pi starvation response and of PHR1 direct targets

Transcriptomic analyses were performed using the Affymetrix ATH1 platform. For the phosphate starvation response analysis, wt, *phr1* and *phr1 phl1* plants were grown for 7 days in complete (+Pi) or phosphate-lacking (−Pi) solid media, and roots and shoots were processed separately. For PHR1 direct target analysis, complete *OxGR:PHR1 phr1* and *phr1* plants were grown for 7 days in +Pi liquid media, then for 2 days in −Pi liquid media and harvested after 6 h treatment with 5 µM DEX and 10 µM CHX. In each experiment, RNA was isolated from three independent biological samples using the RNeasy plant mini kit (Quiagen). Biotin-labeled cRNA was synthesized using One-Cycle target labelling and control reagents (Affymetrix, Santa Clara, CA) and fragmented into 35–200 bases in length. Three replicates for each condition were hybridized independently to the Arabidopsis ATH1 Genome array following manufacturer's recommendations (Affymetrix). Each microarray was washed and stained with streptavidin-phycoerythrin and scanned at 2.5 µm resolution in a GeneChip Scanner 3000 7G System (Affymetrix). Data analyses were performed using GeneChip Operating Software (GCOS) and analyzed using the affylmGUIR package [65]. Robust Muti-array Analysis (RMA) algorithm was used for background correction, normalization and expression levels summarization [66]. Differential expression analysis was performed with the Bayes t-statistics from the linear models for Microarray data (limma). P-values were corrected for multiple-testing using the Benjamini-Hochberg method (False Discovery Rate) [67]. Except where indicated, genes were considered to be differentially expressed if corrected P values were <0.05, and only genes with a signal log ratio more than one or less than minus one were considered for further analysis.

### Transcriptome comparisons

For transcriptome comparisons we used microarray data for different treatments/stresses available in the GENEVESTIGATOR database (https://www.genevestigator.com) [30]. The two-fold up- and down-regulated genes were identified by the Meta-Analyser tool included in this platform. Transcription factor genes for transcriptomic analysis were identified in the RARTF Database (http://rarge.psc.riken.jp/rartf/) [68].

### Mapman ontology display

Average expression signals for the Pi starvation treatment were expressed relative to those in complete media, converted to a log_2_ scale and imported into the MapMan software, which showed values in colour scale diagrams (http://mapman.gabipd.org/web/guest/home) [35].

### Isolation of promoter regions

The promoters regions of gene orthologs were obtained using commercially available GenomeWalker technology (Clontech), following manufacturer's recommendations. Sequences of interest were obtained by two rounds of PCR amplification using as template the adapter-ligated genomic DNA from different *Brassicaceae* species, an *IPS1*-specific primer and the adaptor primer. Primary PCR was performed with seven cycles of 25 sec at 94°C and 4 min at 72°C, followed by 32 cycles of 25 sec at 94°C and 4 min at 67°C, with a final extension of 4 min at 67°C. Secondary PCR was performed using a 1∶50 dilution of the primary reaction product as a template and similar PCR cycling parameters, with 5 and 22 cycles of the first and second steps, respectively. PCR products were cloned into the pCRII-TOPO TA system (Invitrogen). Sequences were aligned using DiAlign (http://www.genomatix.de/cgi-bin/dialign/dialign.pl) [69].

### Phylogenetic analysis of the MYB-CC family

The analysis was performed on the Phylogeny.fr platform (www.phylogeny.fr) [70]. Sequences were aligned with MUSCLE (v3.7) configured for highest accuracy. After alignment, ambiguous regions were removed with Gblocks (v0.91b). The phylogenetic tree was reconstructed using PhyML program (v3.0 aLRT). The default substitution model was selected assuming an estimated proportion of invariant sites (of 0.021) and 4 gamma-distributed rate categories to account for rate heterogeneity across sites. The gamma shape parameter was estimated directly from the data (gamma = 1.044). Reliability for internal branch was assessed using the bootstrapping method (100 bootstrap replicates). The tree was represented withTreeDyn (v198.3).

### Accession Numbers

Arabidopsis Genome Initiative locus identifiers for the genes mentioned in this article are At5g29000 (*PHL1*), At4g28610 (*PHR1*), At5g43350 (*PHT1*;1), At2g02990 (*RNS1*), At3g09922 (*IPS1*), At5g20150 (*SPX1*), At5g03545 (*At4*), At4g33030 (*SQD1*) and At3g17790 (*ACP5*). The GenBank accession numbers for the sequences of the proximal promoter region of *IPS1* orthologs are GQ184774 (*Descurainia sophia*, *DsIPS1*), GQ184775 (*Arabis auriculata*, *AaIPS1*), GQ184776 (*Brassica intermedia*, *BiIPS1*) and GQ184777 (*Lepidium campestre*, *LcIPS1*). The GEO accession number for the array experiments are GSE16722 and GSE20955.

## Supporting Information

Figure S1 Sequence comparison of MYB-CC family TF members from Arabidopsis. Sequence alignment was done with MUSCLE (v3.7) configured for highest accuracy using the Phylogeny.fr platform (www.phylogeny.fr) [69]. In addition to the AGI number, names are given for the functionally characterized members: PHOSPHATE STARVATION RESPONSE REGULATOR 1 (PHR1) [12]; PHR1-LIKE1 (PHL1; this study) ALTERED PHLOEM DEVELOPMENT (APL) [70]. Only sequences of the conserved MYB (top) and coiled-coil (CC; lower part) domains were considered. Amino acids conserved among family members are shown (black boxes); amino acids identical to PHR1 (grey). For each protein, the percentage of amino acid identity to PHR1 in the MYB and CC domains is shown (right; % aa identity).
(3.70 MB TIF)

Figure S2 Characterisation of *phl1* insertional mutant. (A) Scheme shows *PHL1* and the site of T-DNA insertion in *phl1* (top) and semiquantitative RT-PCR expression analysis of *PHR1* (R1) and *PHL1* (L1) in wild type (wt), and *phr1* and *phl1* mutants (bottom). Plants were grown for 7 days in −Pi media before harvest. Oligonucleotides for *PHL1* expression analyses flank the T-DNA insertion site. (B) Northern analysis of *PHR1* and *PHL1* expression. Plants were grown for 7 days in +Pi or −Pi media, and northern blots were sequentially hybridised to the *PHL1* and *PHR1* probes. (C) *PHR1* and *PHL1* expression at different developmental stages according to GENEVESTIGATOR database (https://www.genevestigator.com) [30].
(1.05 MB TIF)

Figure S3 Expression of Pi starvation induced genes on wt, *phr1*, *phl1* and *phr1phl1* plants grown in a Pi-rich regimen. Quantitative RT-PCR was performed on cDNA prepared from RNA corresponding to three independent biological samples of wild type (wt), *phr1*, *phr1phl1* and *phl1* plants grown for 7 days in Pi-rich medium.
(0.44 MB TIF)

Figure S4 Northern analysis of expression of Pi starvation-responsive genes in GR:PHR1 overexpressing lines. Wild type (wt), *phr1* and PHR1 overexpressing (OxPHR1) plants were grown for 7 days in +Pi or −Pi media alone or supplemented with 5 µM DEX (+DEX). RNA from roots and shoots was isolated separately and northern blots were sequentially hybridised to the probes *PHT1;1*, *IPS1*, *SPX1* and *PHR1*. Ethidium bromide-stained rRNA was used as loading control.
(0.45 MB TIF)

Figure S5 Interaction of PHR1 and PHL1 proteins in the yeast two-hybrid assay. Yeast cells co-transformed with pGBKT7-ΔPHR1 (BD-PHR1), expressing a PHR1 deletion derivative encompassing amino acid residues 208–362 fused to the GAL4 DNA-binding domain and pGADT7-ΔPHL1 (AD-PHL1), expressing a PHL1 deletion lacking amino acid residues 1–60, were selected on yeast synthetic drop-out medium lacking Trp and Leu (−WL), then transferred to the same media plus β-gal or to selective media lacking Trp, Leu, His and Ade (−WLHA) to test protein interactions. pGBKT7-ΔPHR1 cotransformation with empty pGADT7 vector (AD∅) was included as a control.
(0.40 MB TIF)

Figure S6 Dendogram showing the distribution of genes whose expression is altered in *phr1* and *phr1 phl1 versus* wild type plants grown in −Pi medium, according to their Pi starvation responsiveness. Arabidopsis genes represented in the ATH1 affymetix microarray were classified according to their Pi starvation responsiveness in wild type plants. Pi starvation induced, expression ratio in plants grown in −Pi *versus* +Pi conditions>1.1×; High (>4×, H), Medium (2–4×, M), Low (2–1.5×, L), Very Low (1.5–1.1×, VL); Non Pi starvation responsive (NR), expression ratio in plants grown in −Pi *versus* +Pi conditions between 1.1–0.9×; Pi starvation repressed, expression ratio in plants grown in −Pi *versus* +Pi conditions <0.9×; High (<0.25×, H), Medium (0.25–0.5×, M), Low (0.5–0.66×, L), Very Low (0.66–0.9×, VL). The dendogram shows the percentage of the genes in each class whose expression is altered by the *phr1* and *phr1 phl1* mutations (2×, FDR<0.05).
(0.48 MB TIF)

Figure S7 Differential expression of genes involved in metabolism (A) and regulation (B) in the Pi starvation response. Transcript levels in shoot (top) and root (bottom) from plants grown in −Pi conditions relative to those of plants grown in +Pi medium. Results are the mean of three replicates, displayed on a log_2_ scale using MapMan software [35]. Transcripts that increase and decrease are shown by an increasingly intense blue and red colours, respectively. A scale was selected in which values of 0.2 and 1 on a log_2_ scale gave faint and full saturation, respectively. The data can be explored interactively by downloading the experimental data files and MapMan software from http://mapman.gabipd.org/web/guest/home [35].
(3.63 MB TIF)

Figure S8 Relationship between P1BS content in different parts of Pi starvation-induced genes, and inducibility and specificity. (A) Average number of other stresses in which Pi starvation-induced genes are also induced, relative to the number of P1BS motifs present in different parts of the gene. Data for induction by other stress types were obtained from 28 stress conditions for which transcriptomic data were available in the GENEVESTIGATOR database (https://www.genevestigator.com) [30]. Asterisks represent significant differences (p<0.01 using the Χ^2^ test). (B) Relation between the number of P1BS motifs in different parts of the gene and log_2_ x-fold induction. The number of P1BS/gene (No P1BS/gene) was calculated as the average content of P1BS motifs over successive sets of 30 genes, measured at a one-gene interval, ordered according to inducibility by Pi starvation.
(0.54 MB TIF)

Figure S9 Sequence comparison of the proximal promoter regions of IPS1 orthologous genes from different Brasicaceae species. Sequences of the proximal promoter regions of *IPS1* orthologous genes from five *Brassicaceae* species (*Arabidopsis thaliana*, *AtIPS1*; *Descurainia sophia*, *DsIPS1*; *Arabis auriculata*, *AaIPS1*; *Brassica intermedia*, *BiIPS1*; *Lepidium campestre*, *LcIPS1*) were aligned using the DiAlign software (http://www.genomatix.de/cgi-bin/dialign/dialign.pl) [68]. Large-size conserved regions among IPS1 orthologues are shadowed in grey. Sequences shared with *At4* are highlighted in yellow, and relevant motifs are indicated.
(3.10 MB TIF)

Table S1 Transcriptomic data of the Pi starvation response in wild type, *phr1* and *phr1 phl1* mutants.
(10.34 MB XLS)

Table S2 Genes showing altered expression in Pi starved *phr1 phl1 versus phr1*.
(0.39 MB TIF)

Table S3 Overlaps among transcriptional responses to Pi starvation and to other stimuli/conditions.
(2.36 MB TIF)

Table S4 Transcriptomic data of *OxGR:PHR1 phr1 vs. phr1* in Pi starvation conditions.
(3.23 MB XLS)

Table S5 Distribution of P1BS sequences in different parts of PHR1 direct target genes and of Pi starvation-responsive genes.
(1.48 MB TIF)

Table S6 Overrepresentation of closely linked P1BS and B motifs in Pi starvation-induced genes.
(1.47 MB TIF)

Table S7 Primers used in this study.
(0.81 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

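RNA from shoots and roots of Arabidopsis plants grown for 7 days with 2% sucrose was measured on Affymetrix ATH1 arrays. There were 24 arrays in 8 groups of 3: wild type shoots and roots at +Pi (2 mM) and at −Pi (0 mM), and shoots and roots labelled phr1 and phr1 phl1 at −Pi. Samples were grouped by the titles and source names of their public record. The authors made the deposited log2 signal values with RMA, which corrects background, normalizes between arrays and summarises probes, and used limma statistics with Benjamini-Hochberg adjustment.

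From these values, 64 control probe sets were left out and 1 linear model over the 24 arrays with 8 group means was fitted to the other 22746 with limma 3.58.1 in R 4.3.3. The paper does not state whether shoots and roots were fitted together. Every p for a single gene is limma's moderated t-test, adjusted by Benjamini-Hochberg within a comparison, and every p for a gene list is limma's camera test with a preset correlation of 0.01, adjusted over the lists of that comparison. Counts of genes use more than 2-fold and an adjusted p under 0.05 unless another threshold is given. Each count is of probe sets. For names, 14203 probe sets were matched to 1 gene, 503 to several and 8040 to none, so that genes without a matched name are counted but not named.

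Gene lists were written from general knowledge, 24 of them had at least 1 measured member and 15 had the 3 members needed for a test. Named genes are those of the paper's accession section and introduction with a matched probe set, the 10 largest rises and falls of each wild type comparison, the 5 largest rises and falls of phr1 phl1 against wild type and against phr1 with the groups fully apart, and up to 4 changed members of each list, with members that show the other direction. The values of 1633 probe sets in the held part of Table S1 had been seen when this rule was written. The lists, the rule, the tests and the alternatives were set before the data were examined, apart from those named as added. For the 1633 probe sets the log2 fold changes differ from those of Table S1 by at most 5e-06, and the calls are shared in every comparison.

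The fit was tested on simulated data: of 100 genes given a log2 change of 1.5 between 91 and 96 were recovered, of 100 with a change of 3 between 98 and 100, with 0 to 4 false calls. The interquartile range of the arrays lay between 3.40 and 3.63 (log2), the 3′ minus 5′ difference between 2.29 and 3.09 for actin and between 0.28 and 0.85 for GAPDH. Replicate numbers in the labels were checked for pairing by correlating deviations from the group means. Same-numbered arrays had correlations from −0.59 to 0.65, 10 of 24 arrays correlated best with an array of their own number, and only for phr1 and wild type shoots at −Pi were all 3 pairs above 0.1 (0.50, 0.65 and 0.43). Of the 4 splits of these 6 arrays that part every pair, the real one calls 2984 genes and the others at most 0, and splits that keep a pair call at most 60.

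The alternatives were the replicate number as a block, shoots and roots fitted separately, only the 2 groups compared, the dimmest probe sets left out, centring on array medians, quantile normalization within each organ, a trended and robust variance, array weights, 1 probe set per gene, other thresholds, and each replicate left out in turn. The setting with 1 probe set per gene used only probe sets matched to 1 gene. For the lists the alternatives were an estimated correlation and the fry test. Alternatives added after the values were seen leave out organelle-encoded probe sets, leave out 6 arrays, use a component of the deviations as a covariate, or define altered expression in phr1 by the adjusted p alone. Binding sites in promoters were not analysed here, because no genome sequence was used. The blots, gel shifts, growth and metabolite measurements and the PHR1 activation experiment have no arrays among these samples and are not analysed here.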

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

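Tests in this part that were chosen only after the results were seen are those on the chloroplast-encoded transcripts, the test of RNA degradation, the count of genes at a lower level in shoots and the count of genes above wild type at +Pi. The other tests were set before their own results were seen. The name phr1 phl1 stands for the label of these arrays, which the PHL1 signal leaves open.

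Wild type shoots and roots differed in their response to Pi starvation, by a test of the difference itself, in 2389 genes (1065 with a higher and 1324 with a lower value in roots; limma, 3 arrays per group). SPX1 rose more in roots, by 1.56 (log2, standard error 0.419, adjusted p = 0.0121). Lists that differed were flavonoid and anthocyanin synthesis (median −4.64, adjusted p = 2.2e-11; 0.031 with an estimated correlation), jasmonate synthesis and response (median −4.18, adjusted p = 9.46e-05; 0.012), starch and sugar signalling (median −3.19, adjusted p = 0.000545; 0.12) and tetrapyrrole synthesis (median 0.53, adjusted p = 0.0161; 0.147). Other splits of the arrays do not decide on chance for the number of genes: of 100 drawn from 200, 9 call as many, the highest 5592. The 21 that keep the real groups of 1 organ hold that organ's own response to Pi starvation, a structure of the samples, so they call many genes by construction. The 78 that mix the groups of both organs call at most 13, but the response then widens the spread within their groups. Separately, the difference between the arrays labelled phr1 phl1 and phr1 was not the same in roots and shoots for 214 genes (adjusted p under 0.05).

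PHL1 signal was above that of every other array in the 6 arrays labelled phr1 phl1, by 2.72 in shoots and 3.51 in roots against wild type (log2), a signal not discussed in the paper's text (Table S1 was held in part, and that part does not list this probe set). No test was made of its origin.

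Genes of iron homeostasis, outside the genes the paper discusses, fell in wild type, with a median of −1.38 in shoots (3 of 3, adjusted p = 0.00447) and −1.28 in roots (2 of 3, 3 when adjusted over the list alone, adjusted p = 8.28e-05). BHLH101 fell by 3.42 in shoots, and AT3G12900, an enzyme gene of coumarin synthesis, by 4.57 in roots. In the arrays labelled phr1 phl1 0 of 3 differed from wild type in either organ by limma, also at an unadjusted p under 0.05 and by fry.

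The 76 chloroplast-encoded probe sets, which the paper does not discuss, had a median of −1.06 in wild type shoots at −Pi (quartiles −1.56 and −0.68) and −1.78 in roots (quartiles −2.34 and −1.07), with 17 and 42 called lower and 0 higher (p = 0.0014 and 4.59e-23 from camera; 0.573 and 0.0939 with an estimated correlation). In shoots the median was −0.38 without the 6 arrays lowest on the main component of the deviations within the −Pi groups, and in roots it was −1.63. These probe sets follow that component (median correlation 0.798), so leaving out the lowest −Pi arrays had to shrink the fall. The shoot value shows that much of the fall there rests on the array left out, and decides no cause. The root value shows that the fall in roots does not rest on the array left out there. Less leaf tissue among starved roots is argued against as the cause of the whole fall by 8 of 12 nuclear photosynthesis genes, those above the median level in wild type roots at +Pi (median −0.36, quartiles −0.57 and −0.20), and by nuclear genes more than 32-fold higher in shoots and above that level (36 probe sets, median −0.47, quartiles −0.74 and −0.18; medians from −0.49 to −0.18 at limits of 2- to 16-fold). Single nuclear genes fell further, GLYK by 1.36, GLDH3 by 1.15, CHLM by 1.14 and PSBW by 0.94, so a part of the fall may come from leaf tissue. The 8 genes had a median level of 6.53 in wild type roots at +Pi, against 5.38 for all probe sets. The chloroplast-encoded means in these arrays were 6.79, 7.16 and 8.08. The 8 genes thus had less room to fall, which limits the argument drawn from them. A lower abundance of chloroplast transcripts in starved roots stays open as a hypothesis.

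In 5 of the 6 −Pi groups 1 array lies apart from the other 2 in the same direction along the main component of these deviations (in phr1 phl1 roots the values are −0.172, −0.00227 and 0.174, with none apart), which holds 38.7% of the variance within groups (11.9% for the next). Differences left in the signal distributions of the arrays are argued against as the cause, since 38.1% remained after quantile normalization within each organ. RMA had already normalized between arrays, so an effect of scaling or processing before that step was not tested. In each of these 5 groups the array apart has the lowest median signal, as in wild type shoots at −Pi (5.12 against 5.29 and 5.31). RNA degradation cannot be told apart from other causes: the component and the 3′ minus 5′ difference had a rho of −0.201 over 24 arrays (permutation p = 0.346, 100000 resamples), which lies between the values set for and against it. No biological explanation was tested.

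In roots labelled phr1 phl1, 614 genes were higher than in wild type at −Pi and were not called in wild type roots. Whether they are Pi-repressed genes short of the threshold cannot be told apart. Of them, 374 are also called higher than in wild type at +Pi, a level such genes would only regain. An adjusted p under 0.05 would allow 168 false calls over all genes of that comparison, in both directions. The 614 were chosen by the same phr1 phl1 arrays, so that allowance does not hold for them and the count excludes nothing. The median of 1.20 against wild type at +Pi passes the bound of 0.7 set beforehand, but choosing genes by a mutant difference above 1 and no call in wild type pushes that median above 0, so the bound was wrong. More leaf tissue in these roots cannot be told apart for the set as a whole, as 37.6% of the genes lie at or below the root level in shoots (48.1% of all genes), but it is argued against for 162 genes more than 1 (log2) lower in shoots. An effect of the mutations stays open, and no mutant arrays at +Pi are among these to test it.

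For comparisons of 3 against 3 arrays the 10 splits are too few for a share under 0.05, and in each 1 split, the real one, calls as many genes. The real and highest other counts are 3688 and 132 for wild type shoots and 1066 and 1 for roots. They are 2984 and 60 for phr1 against wild type shoots and 548 and 0 for roots. For phr1 phl1 against wild type they are 3741 and 12 in shoots and 1282 and 0 in roots, and against phr1 175 and 45 in shoots and 407 and 10 in roots. For phr1 phl1 at −Pi against wild type at +Pi they are 1791 and 7 in shoots and 1205 and 18 in roots.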

How the results depend on the processing

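The name phr1 phl1 stands for the label of these arrays, which the PHL1 signal leaves open. Leaving out 6 arrays, the component covariate and the organelle filter were added after the results were seen. Over 42 settings, 37 counts gave 1352 values, of which 61 moved by more than 1.5 times, and of 247 results for named genes at most 25 lost their call (with only the 2 groups compared), at most 2 gained one and 0 reversed. With the replicate block, wild type shoots had 1876 genes higher and 1798 lower, and no count moved. The balance of higher and lower genes turned over in some of 36 settings: 14 for phr1 phl1 against wild type in shoots, where 1875 and 1866 lie close together, 4 for wild type shoots (1879 and 1809), 3 for phr1 shoots (1475 and 1509) and 1 for phr1 phl1 against phr1 in roots, with 161 higher and 170 lower without phr1 phl1 root −Pi replicate 3 (223 and 184 with it). Centring or quantile normalization changed the share of higher calls by at most 4.4 points. For phr1 phl1 against phr1 in shoots, 15 genes were higher and 47 lower with shoots and roots fitted separately, and 0 and 1 with only the 2 groups compared, which also left 122 induced genes lower in either organ; the cause was not tested. Leave-one-out counts were 30 to 67 higher and 79 to 162 lower, the lowest without phr1 phl1 shoot −Pi replicate 1 and the highest without wt shoot +Pi replicate 2. Repressed genes higher than in phr1 were 102 with array weights and 102 with the component as covariate, and unresponsive genes lower in phr1 phl1 roots were 21 with array weights and 25 without the 6 arrays; the cause was not tested.

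Other thresholds change the counts by construction. At 4-fold in wild type, induced genes lower and repressed genes higher were 543 and 131 in phr1 shoots, 586 and 152 in phr1 phl1 shoots, 78 and 34 in phr1 roots, and 145 and 49 in phr1 phl1 roots. At 1.5-fold and an adjusted p under 0.1, induced genes lower in phr1 roots were 269, and against phr1 379 induced and 116 repressed genes were altered. Of these, 254 were not altered in phr1 at 2-fold with an adjusted p under 0.05, and 189 at 1.5-fold with an adjusted p under 0.1. With no limit on the adjusted p, repressed genes higher than in phr1 were 111.

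With 1 probe set per gene fewer genes are tested, and each of the 37 counts fell. This setting keeps only probe sets matched to 1 gene, so the 8040 without a matched name and the 503 matched to several genes are left out too. The 14203 probe sets matched to 1 gene stand for 14045 genes, so few of those left out are repeats of a gene. Higher and lower genes were 972 and 998 in wild type shoots, 379 and 214 in roots, 829 and 756 in phr1 shoots, 183 and 105 in roots, 1086 and 929 in phr1 phl1 shoots, 401 and 259 in roots, and against phr1 27 and 61 in shoots and 95 and 82 in roots. Induced lower and repressed higher genes were 517 and 400 in phr1 shoots, 624 and 487 in phr1 phl1 shoots, 73 and 50 in phr1 roots, 165 and 85 in phr1 phl1 roots, and 91 and 28 against phr1, with 69 not altered in phr1. Genes lower in phr1 phl1 were 264 above 4-fold and 33 unresponsive in shoots, and 72 and 5 in roots. The organ difference had 565 and 663, and phr1 phl1 at −Pi against wild type at +Pi 509 and 456 in shoots and 426 and 227 in roots.

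Of the lists, with an estimated correlation 1 stayed called in wild type roots (of 5), 1 in phr1 phl1 shoots (of 6), 2 in roots (of 5) and 2 for the organ difference (of 4), and fry called 10 in phr1 phl1 shoots; the cause was not tested. No alternative for promoter sites was run, and the organ difference has no value with the organs fitted separately or in only 2 groups. With the dimmest probe sets left out, no count moved by more than 1.5 times.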

Differences from the paper's values

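Of the genes altered between the arrays labelled phr1 phl1 and phr1, the share not altered in phr1 against wild type was 51.5% here and the paper's is 30%. Here phr1 was read only in an organ in which the gene differed, a rule the paper does not state. Counting a gene as altered in phr1 in either organ could only keep or lower the share, and that count was not made. The paper's sentence names no threshold for altered expression in phr1. The default in the methods, 2-fold with an adjusted p under 0.05, is the one used for 51.5%. Of the alternatives set before the data were examined, the value lies within 1.5 times the paper's with altered expression in phr1 taken at 1.5-fold and an adjusted p under 0.1 (39.8%). With phr1 phl1 against phr1 also at 1.5-fold and an adjusted p under 0.1 it is 38.2%, again within 1.5 times. Under the others set then it does not come as near: the replicate block (52.1%), the organs fitted separately (60.4%), only the 2 groups compared (65.9%), the dimmest probe sets left out (48.0%), centring (52.6%), quantile normalization within organs (50.8%), trended and robust variance (51.5%), array weights (48.2%), 1 probe set per gene (58.0%), only phr1 phl1 against phr1 at 1.5-fold and an adjusted p under 0.1 (51.3%), only that comparison with no limit on the adjusted p (51.0%) and each replicate left out (46.3% to 55.2%). Altered expression taken at an adjusted p under 0.05 with no fold limit gives 42.5%, also within 1.5 times; it was chosen after the values were seen, and by construction it drops none of the genes called altered in phr1 at 2-fold.

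The paper describes an increase of tetrapyrrole synthesis genes; here 8 of 13 measured genes were lower and 1 was higher in wild type shoots, and 3 were lower in roots, while MGD2 of galactolipid synthesis was higher in both organs. The paper describes repression of light reaction genes; here 0 of 9 measured genes were lower and 1 was higher in shoots by limma (0 and 2 at an unadjusted p under 0.05), and 2 were lower and 1 higher in roots, while 4 of 5 genes of photorespiration were lower in shoots. The measured genes are 13 of 28 and 9 of 46 listed here, and the paper's own functional bins were not used here. The light reaction list holds nuclear genes only. The 76 chloroplast-encoded probe sets, which are not on it, fell in wild type, with medians of −1.06 in shoots and −1.78 in roots (17 and 42 lower, 0 higher). In shoots the median was −0.38 without the 6 arrays named above. The 9 genes thus leave the paper's description of light reaction genes open.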

Other observations

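In this part the test on PHL1 dependence and the family tests were chosen only after results were seen. The name phr1 phl1 stands for the label of these arrays, which the PHL1 signal leaves open.

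SPX1, OCT1 and AT5G17340 led to the hypothesis that induced genes depend on PHL1 more in roots than in shoots. Between the arrays labelled phr1 phl1 and phr1, the root value lay below the shoot value by −2.19 for SPX1 (log2, adjusted p = 0.0106). For OCT1 and AT5G17340 (−3.82 and −3.48) the signal with that label is near that of wild type at +Pi in both organs, so these differences follow the level in phr1 and do not measure the dependence. Over the 435 genes induced in both organs the medians were −0.40 in shoots and −0.49 in roots, and their difference of −0.08 decides nothing, as the genes go both ways. Of these genes 40 were lower and 6 higher in roots (78 and 24 when adjusted over the list alone), and of all genes induced in an organ 106 of 1879 in shoots and 121 of 694 in roots were lower than in phr1. The shoot count depends on the fit: over all genes, the 128 lower in shoots fell to 47 with the organs fitted separately and to 1 with only the 2 groups compared, against 184, 198 and 180 in roots. The phr1 mutation alone lowered these 435 genes less in roots (median −0.57) than in shoots (−1.46), so the hypothesis stays open, as does the label of these arrays.

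Between the arrays labelled phr1 phl1 at −Pi and wild type at +Pi, 908 genes were higher and 883 lower in shoots, and 806 higher and 399 lower in roots. Genotype and Pi supply differ together in this comparison. Of the genes induced in wild type, 355 (18.9%) were still called in shoots and 202 (29.1%) in roots, with medians of 0.28 and 0.59 (log2). Of the repressed genes, 343 (19.0%) and 143 (38.4%) were still called. The wild type arrays at +Pi enter both this comparison and the choice of these genes, which can raise these shares, and no value without a response was made. The chloroplast-encoded probe sets had medians of −0.03 in shoots and 0.00 in roots. Against wild type at −Pi their medians were 1.20 in shoots and 1.81 in roots labelled phr1 phl1 (24 and 43 higher, 0 lower; p = 1.24e-05 and 3.03e-26 from camera; 0.443 and 0.0744 with an estimated correlation), and 0.59 and 0.85 in phr1 (10 and 7 higher, 0 lower; p = 0.00349 and 8.31e-14; 0.606 and 0.198). Without the 6 arrays lowest on the main component of the deviations within the −Pi groups, the medians for phr1 phl1 were 0.74 in shoots and 1.87 in roots, and those for phr1 0.43 and 1.08.

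Of 3 measured genes of root hair growth, 2 rose in wild type roots (3 when adjusted over the list alone, median 0.69, adjusted p = 0.00936; 0.124 with an estimated correlation), EXPA18 by 1.14 and SCN1 by 0.56. The cyclin gene CYCA1;1 fell by 1.41 in shoots and by 0.49 in roots. The heat shock gene HSP22.0 had 0.15 and 0.12 (adjusted p = 0.502 and 0.705), and PYK10, a root tissue marker, rose by 0.58 in shoots. No gene of phospholipid breakdown (0 of 11), nitrate (0 of 8) or sulphate uptake and assimilation (0 of 10) had a probe set with a matched name.

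Of 31 gene families formed from shared symbols, 3 differed from other genes in wild type shoots (UGT and SWEET higher, OTP lower; adjusted p = 0.00325, 0.0416 and 0.0416 from camera; 0.389, 0.575 and 0.332 with an estimated correlation). In phr1 shoots UGT was lower and OTP higher than in wild type (0.0378 and 0.0463; 0.659 and 0.419). UGT was lower in shoots labelled phr1 phl1 than in wild type and in phr1 (0.000558 and 0.00952; 0.362 and 0.817), and EXPA was lower in roots with that label than in phr1 (0.00266; 0.468). ATG was higher in these roots than in wild type roots at +Pi (0.00873; 0.297). In the 11 comparisons no other family was called by camera, and with an estimated correlation 0 were.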
